# Prenatal SMN-dependent defects in translation uncover reversible primary cilia phenotypes in spinal muscular atrophy

**DOI:** 10.1172/jci.insight.192835

**Published:** 2025-09-09

**Authors:** Federica Genovese, Yu-Ting Huang, Anna A.L. Motyl, Martina Paganin, Gaurav Sharma, Ilaria Signoria, Deborah Donzel, Nicole C.H. Lai, Marie Pronot, Rachel A. Kline, Helena Chaytow, Kimberley J. Morris, Kiterie M.E. Faller, Thomas M. Wishart, Ewout J.N. Groen, Michael A. Cousin, Gabriella Viero, Thomas H. Gillingwater

**Keywords:** Development, Neuroscience, Mouse models, Neuromuscular disease, Therapeutics

## Abstract

Spinal muscular atrophy (SMA) is a neuromuscular disease caused by low levels of survival motor neuron (SMN) protein. Several therapeutic approaches boosting SMN are approved for human patients, delivering remarkable improvements in lifespan and symptoms. However, emerging phenotypes, including neurodevelopmental comorbidities, are being reported in some treated patients with SMA, indicative of alterations in brain development. Here, using a mouse model of severe SMA, we revealed an underlying neurodevelopmental phenotype in SMA where prenatal SMN-dependent defects in translation drove disruptions in nonmotile primary cilia across the central nervous system (CNS). Low levels of SMN caused widespread perturbations in translation at E14.5 targeting genes associated with primary cilia. The density of primary cilia in vivo, as well as cilial length in vitro, was significantly decreased in prenatal SMA mice. Proteomic analysis revealed downstream perturbations in primary cilia-regulated signaling pathways, including Wnt signaling. Cell proliferation was concomitantly reduced in the hippocampus of SMA mice. Prenatal transplacental therapeutic intervention with SMN-restoring risdiplam rescued primary cilia defects in SMA mouse embryos. Thus, SMN protein is required for normal cellular and molecular development of primary cilia in the CNS. Early, systemic treatment with SMN-restoring therapies can successfully target neurodevelopmental comorbidities in SMA.

## Abstract 2

In utero delivery of SMN-restoring therapy corrects neurodevelopmental defects affecting primary cilia in a mouse model of spinal muscular atrophy (SMA)

## Introduction

Spinal muscular atrophy (SMA) is an inherited neuromuscular disease with an incidence of around 1 in every 10,000 live births (1, 2). SMA is primarily characterized by progressive muscular weakness and atrophy, associated with the degeneration of spinal cord and brain stem motor neurons (3, 4). In most patients, SMA is caused by mutations in the survival motor neuron 1 gene, resulting in insufficient production of full-length, functional survival motor neuron (SMN) protein (5). The SMN protein is ubiquitously expressed in both the cytoplasm and nucleus of all cell types and is dynamically regulated during development (6, 7). High levels of SMN expression during embryogenesis undergo a significant reduction after birth, suggesting an important role for SMN during prenatal development (8). SMN has been shown to be a ribosome-associated protein, with a crucial role in translation and ribosome biology. Given its contribution to translational control of gene expression, SMN depletion leads to widespread perturbation of protein synthesis in SMA (9, 10).

In recent years, 3 disease-modifying therapies designed to increase full-length SMN protein levels have been approved to treat patients with SMA (11, 12). While these therapies represent a major breakthrough in improving the length and quality of life for patients with SMA, both clinical trial and real-world data show that they fall considerably short of a cure. Therapeutic efficacy can be enhanced by early administration, ideally before symptom onset (13–16), highlighting the critical requirement for SMN protein in presymptomatic periods preceding disease onset. As a result of these SMN-restoring treatments, individuals living with SMA now have an increased expected lifespan. Importantly, however, this has been accompanied by the emergence of new, unexpected phenotypes, including the unmasking of novel subclinical phenotypes that were not previously apparent in the pretreatment era. Among these, numerous studies have reported an emerging spectrum of neurodevelopmental comorbidities, together with cognitive and language development issues, in particular affecting children with the most severe forms of SMA (17–25). This raises fundamental questions about the role of, and requirements for, SMN protein in the developing CNS.

To explore the underpinning biology of emerging neurodevelopmental comorbidities in vivo, here we model prenatal CNS organogenesis in Taiwanese SMA mouse embryos, facilitating combined morphological and molecular analyses as well as the ability to model the impacts of therapeutic intervention. We uncovered widespread, systemic disruption of ribosome occupancy on several mRNAs throughout the CNS at embryonic day 14.5 (E14.5). Network analysis of genes with alterations in ribosome occupancy disrupted at prenatal stages in the CNS revealed involvement in processes related to primary cilia. Subsequent morphological investigation of primary cilia in the CNS in vivo and in primary neuronal cultures in vitro confirmed the presence of a primary ciliopathy in SMA. Proteomic analysis at the same time point showed multiple signaling pathways downstream of primary cilia, such as Wnt, are affected in SMA, accompanied by perturbations in cell proliferation at key stages of prenatal brain development (E14.5). Finally, we demonstrate the SMN dependence of this phenotype as well as its amenability to therapeutic intervention, by showing that it can be rescued by treatment with an SMN-restoring intervention (risdiplam) both in vitro and via prenatal transplacental delivery in vivo.

## Results

### SMN depletion leads to alterations of ribosome occupancy in the CNS of SMA mouse embryos at E14.5.

Neurodevelopmental phenotypes are a major emerging symptom in patients with SMA, particularly in severe (type I) cases after receiving an SMN-restoring therapy (17–25). This suggests a potentially important role for SMN during early (including prenatal) development of the CNS. Studying these emerging developmental phenotypes at the cellular and molecular level is virtually impossible in human patients, resulting in the need to study them in disease-relevant animal models (26). To establish whether prenatal brain development phenotypes can be reliably modeled using established mouse models of severe SMA, we initially performed Western blot analyses on brain and spinal cord across the prenatal period in the Taiwanese SMA mouse model and littermate controls. This confirmed expected, physiological levels of SMN in healthy littermate controls across the prenatal period and a clear reduction in SMA embryos (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.192835DS1), similar to what has previously been reported in human patients (7). Thus, SMN protein is strongly expressed throughout the mouse CNS during prenatal development, confirming that this model is suitable for studying prenatal impacts of SMN depletion in the CNS relevant to SMA.

As widespread molecular changes at the proteome level have previously been reported in SMA mouse embryos (26), we next wanted to explore the mechanisms through which SMN protein may influence prenatal development of the CNS. Importantly, SMN is a ribosome-associated protein that plays a critical role in translation and ribosome biology, where SMN-primed ribosomes associating with specific mRNAs have been directly linked to SMA pathogenesis (9, 10, 27). To explore more detailed, gene-specific processes of translation during embryonic development, we performed polysome and ribosome profiling in the CNS (incorporating both brain and spinal cord) from E14.5 control and SMA Taiwanese mouse embryos (Figure 1A). Polysome profiling of cytoplasmic lysates (Figure 1B) and the estimation of the FRP from control brain and spinal cord (Figure 1C) provided a global estimation of the engagement of ribosomes on mRNAs. As a result, we observed statistically significant differences in translational efficiency in control brain compared with control spinal cord at this stage of development (Figure 1C). Notably, when we compared the estimation of the FRP between genotypes, we found no significant alterations in either the brain or the spinal cord (Figure 1, D and E).

As polysome profiles represent only an estimation of translation levels, it was not surprising that these tissues did not show a significant difference at E14.5. To obtain a genome-wide and more detailed measurement of possible alterations in ribosome engagement on mRNAs in embryonic brain and spinal cord, we performed ribosome profiling (28). This technique allowed us to specifically isolate ribosome-protected fragments and investigate the differentially translated mRNA, determining the position of the ribosomes at codon resolution. 

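Ribosome profiling sequences the mRNA fragments that ribosomes protect from RNase, so the number of footprints on a gene follows both the amount of its mRNA and the number of ribosomes on it. No RNA-seq of the same embryos was analysed here, and ribosome occupancy is taken as footprints that are not divided by mRNA level. The Taiwanese mouse is a severe SMA model that has human SMN2 transgenes in place of mouse Smn. Brain and spinal cord at E14.5 gave 3 libraries of each genotype, 12 in all. The authors removed reads from rRNA and tRNA, aligned the remaining reads to the mouse genome with STAR and deposited the raw count of footprints for each gene and library, without normalization, for the 10481 genes that passed their FPKM filter. Control brain libraries 1, 2 and 3 held 9117017, 4839144 and 4207100 counts, and SMA brain libraries 1, 2 and 3 held 3729097, 5406430 and 3683842 counts. Control spinal cord libraries 1, 2 and 3 held 12793955, 10339264 and 10315064 counts, and SMA spinal cord libraries 1, 2 and 3 held 8027322, 5162190 and 6111591 counts. Every SMA spinal cord library was therefore shallower than every control spinal cord library.

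**Figure D1:**
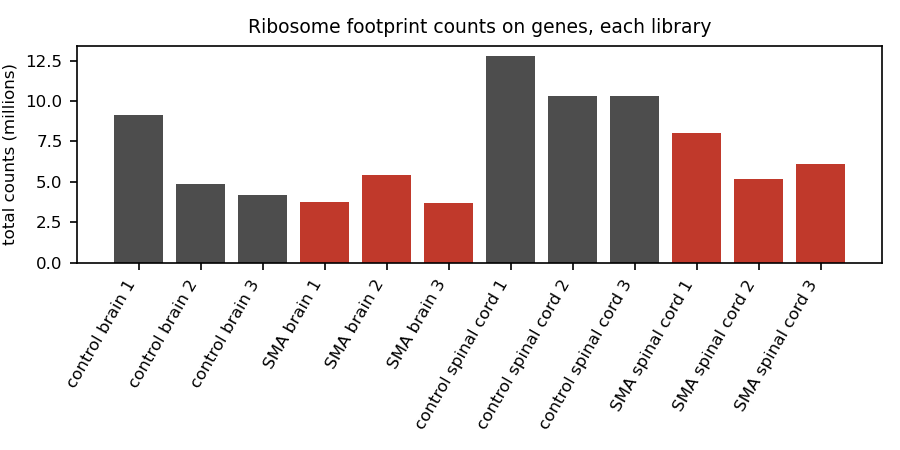
Total counts on genes for each of the 12 libraries (bars; control in gray, SMA in red). The 3 SMA spinal cord libraries lie between 5162190 and 8027322 counts, under the 3 control spinal cord libraries, which start at 10315064 counts.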

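From these counts, SMA was compared with control in each tissue on its own, with TMM normalization and the quasi-likelihood test of edgeR over all 10481 genes. A gene passed the thresholds of the study with a mean CPM of at least 0.05, an absolute log2 fold change of at least 0.5 and an unadjusted p below 0.05. The biological coefficient of variation between libraries of one genotype was 0.108 in brain and 0.220 in spinal cord. The analysis was tested on simulated counts with the same depths, in which 200 genes with a mean of at least 20 counts changed 2-fold. Each gene was drawn on its own, with the spread estimated from these libraries. The thresholds recovered 99% of the 200 genes in brain and 90.5% in spinal cord. They were also passed by 150 unchanged genes in brain and 247 in spinal cord. The real spinal cord libraries gave only 103 genes past the thresholds, so the simulation did not reproduce that tissue and its rates there are uncertain. At an adjusted p below 0.05, 89.5% of the changed genes were recovered in brain and 62.5% in spinal cord. The counts are listed by Ensembl identifier, and names were taken from the part of Supplemental Data 1 at hand, which holds 1999 of its 10481 genes. Genes outside that part are given without a name or were not analysed here. Smn1, the gene targeted in this model, is outside it, so the genotype of each library rests on its label.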

High-quality libraries, suitable for sequencing, were obtained from all animals and tissues, as illustrated by the distribution of ribosome-protected fragment lengths (Supplemental Figure 2A) and the trinucleotide periodicity along the coding sequences (Supplemental Figure 2B).

In addition to significant alterations in ribosome positioning at the beginning and end of coding sequence of mRNAs (Supplemental Figure 2B), differential analyses identified numerous transcripts with altered ribosome occupancy in both tissues (Figure 1, F and G). 

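At an unadjusted p below 0.05 from edgeR's quasi-likelihood test, 529 of 10481 genes differed between SMA and control brain and 733 differed between SMA and control spinal cord, where 524 would be found by chance if no gene had changed. The spinal cord number was 391 without control library 1, 423 without SMA library 2, 393 without SMA library 3 and 1216 without SMA library 1, so it lay on either side of chance. No gene had an adjusted p below 0.05 in either tissue, and the smallest adjusted p from edgeR with Benjamini-Hochberg adjustment was 0.902 in brain and 0.684 in spinal cord. The setting that moved this count most was DESeq2, with 57 genes at an adjusted p below 0.05 in spinal cord and 0 in brain. In simulated spinal cord counts, 34 unchanged genes had an adjusted p below 0.05 with DESeq2, against 9 with edgeR. With DESeq2, 320 brain genes had an unadjusted p below 0.05, and 8133 spinal cord genes received no adjusted p. Without SMA brain library 2, edgeR gave 2 brain genes with an adjusted p below 0.05. Over all settings, the smallest adjusted p lay between 0.00437 and 0.908 in brain and between 1.21e-06 and 0.979 in spinal cord. Among genes with a mean of at least 20 counts, the 3 SMA libraries did not overlap the 3 control libraries for 11.4% in brain and 14.9% in spinal cord, where chance gives 10%.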

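Among the brain genes past the thresholds with no overlap between genotypes, the decreased gene with the smallest p was ENSMUSG00000034867, with 38.1 ± 1.81 normalized CPM (SD, n = 3) in control and 23.9 ± 2.52 (SD, n = 3) in SMA. Its log2 fold change was -0.68 (standard error 0.14, adjusted p = 0.902 from edgeR), and the 2-sided exact permutation p was 0.1, the smallest that 3 libraries against 3 allow. With each library left out in turn it stayed between -0.76 and -0.60. The next decreased brain genes were Ncapg, with a log2 fold change of -0.62 (standard error 0.14), and Capg, with -1.18 (standard error 0.28), which had only 8.74 ± 0.488 normalized CPM (SD, n = 3) in control brain. The increased brain gene with the smallest p, ENSMUSG00000032554, had 16.7 ± 1.47 normalized CPM (SD, n = 3) in control and 39.1 ± 21.5 (SD, n = 3) in SMA. SMA brain library 1 carried most of this difference, and without it the log2 fold change of ENSMUSG00000032554 fell from 1.21 to 0.67. In spinal cord, ENSMUSG00000052446 had 26.3 ± 2.36 normalized CPM (SD, n = 3) in control and 15.1 ± 0.0814 (SD, n = 3) in SMA, a log2 fold change of -0.80 (standard error 0.12, adjusted p = 0.684 from edgeR). The increased gene with the smallest p there was ENSMUSG00000069919, with 291 ± 17.3 normalized CPM (SD, n = 3) in control and 421 ± 44.5 (SD, n = 3) in SMA, a log2 fold change of 0.53 (standard error 0.10). Log2 fold changes in spinal cord rose with the number of counts per base of a gene, and with that trend taken out, a setting chosen after seeing the data, the value for ENSMUSG00000069919 was 0.21.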

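In brain, 160 genes passed the thresholds of a mean CPM of at least 0.05, an absolute log2 fold change of at least 0.5 and an unadjusted p below 0.05. Ribosome occupancy was decreased in SMA for 104 of them and increased for 56, so that 65.0% were decreased (95% Wilson interval 57.3% to 72.0%, which covers counting error only and treats genes as independent). The decreased share was 72.5% with library size alone in place of TMM normalization, and 43.7% with each library's trend on counts per base of gene length taken out, a setting chosen after seeing the data. Of the 104 decreased genes, 66 also passed as decreased with that trend taken out. Leaving out 1 library in turn moved the number of genes from 160 to between 169 and 273, the highest without SMA brain library 2. Without control brain library 1, the deepest brain library, 192 genes passed and 52.1% of them were decreased.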

In brain, 116 out of 151 DEGs showed decreased ribosome occupancy (Figure 1F). Also in the spinal cord, out of 304 dysregulated genes, 231 showed decreased ribosome occupancy (Figure 1G). 

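With the same thresholds, 103 genes passed in spinal cord, 67 of them decreased and 36 increased in SMA, a decreased share of 65.0% (95% Wilson interval 55.5% to 73.6%). Both the number and the share moved when single libraries were left out. Without control spinal cord library 1, 58 genes passed and 48.3% were decreased, and 19 of the 67 decreased genes were still past the thresholds. Without SMA spinal cord library 1, 388 genes passed and 66.0% were decreased. Without control library 2 there were 195 genes, and over all 6 fits the number lay between 58 and 388. The decreased share was 75.7% with library size alone in place of TMM normalization, 80% with DESeq2, and 39.1% with the trend on counts per base taken out. Of the 67 decreased genes, 32 also passed as decreased in the last of these settings.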

The overwhelming bias toward mRNAs with decreased ribosome occupancy is in line with previous observations from postnatal stages of disease and suggests that SMA pathogenesis is at least partially caused by a loss of function in translation (9, 10).

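Among the genes with an unadjusted p below 0.05 and any fold change, 344 were lower and 185 higher in SMA brain, and 342 were lower and 391 higher in SMA spinal cord. The decreased share in spinal cord therefore followed the fold change that was required. It was 51.0% among the 439 genes with an absolute log2 fold change of at least 0.3 and 79.2% among the 24 genes with at least 1. In brain it was 68.3% among 394 genes and 45.3% among 53 genes at these thresholds. From the excess of decreased genes in both tissues, and from earlier observations at postnatal stages, the paper proposes that SMA pathogenesis is at least partially caused by a loss of function in translation.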

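The log2 fold changes of SMA against control in brain and in spinal cord were correlated across the 9959 genes with a mean CPM of at least 1 in both tissues (Pearson's r = 0.34, Spearman's rho = 0.37). Genes are not independent replicates, so no p-value was taken from their number. Without SMA spinal cord library 1, r was 0.07 and rho 0.34, and without control brain library 1 they were 0.20 and 0.17. Without SMA brain library 1, r was 0.21 and rho 0.33. Past the thresholds with an absolute log2 fold change of at least 0.5, 2 genes were shared between the tissues, both decreased and neither with a name in the part of Supplemental Data 1 at hand, where 1.57 would be shared if the tissues were independent. A difference between the tissues was tested with the interaction of tissue and genotype over all 12 libraries. This fit had no term for embryo, and the labels do not state whether brain and spinal cord came from the same embryos. It also took the same spread for both tissues, although the biological coefficient of variation was 0.108 in brain and 0.220 in spinal cord. No gene had an adjusted p below 0.05 in that test (edgeR, Benjamini-Hochberg), and 249 genes had an unadjusted p below 0.05, where chance gives 524.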

Taken together, these findings reveal that SMN is required for normal protein translation throughout the brain and spinal cord during embryonic development, with disruption occurring in advance of the (postnatal) onset of overt neuromuscular symptoms in this mouse model.

### Alterations in ribosome occupancy for genes associated with primary cilia in SMA mouse embryos.

Given that depletion of SMN leads to hundreds of genes with prenatal changes in ribosome occupancy, we next wanted to specifically identify affected genes and pathways with the potential to account for developmental phenotypes observed in SMA. 

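For the pathway analysis, the study used a lower fold change than for its lists of dysregulated genes. With an absolute log2 fold change of at least 0.3 and an unadjusted p below 0.05, 394 genes passed in brain, 269 decreased and 125 increased, and 439 passed in spinal cord, 224 decreased and 215 increased. The lists of both tissues together held 802 genes, of which 475 were decreased in at least 1 tissue. In both tissues 31 genes passed, 18 decreased in both, 12 increased in both and 1 in opposite directions, where 16.5 would be shared by independent lists. IPA itself and its pathway definitions were not used here.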

First, we used Ingenuity Pathway Analysis (IPA) software to identify functional clustering of the DEGs in the CNS of SMA mouse embryos, applying *log_2_FC*_thr = 0.3 and *pval_thr* = 0.05 as cutoff values (Table 1). These analyses identified a widespread disruption in several biological pathways already known to be involved in the postnatal pathogenesis of SMA, including cell cycle regulation (29, 30), cytoskeleton signaling pathway (31–33), and p53 signaling (34, 35). This suggests that molecular defects in these SMA-linked pathways can be explained by concurrent translational defects and also that they are already present prenatally. In addition to these well-characterized pathways, IPA identified changes in the translation of genes of a biologically interesting pathway not previously associated with SMA: the cilium assembly pathway. 

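Lists of genes for these kinds of pathway were written before the data were examined, and only members with a name in the part of Supplemental Data 1 at hand could be followed, too few for a test of a list. Of 97 cell cycle genes, 28 could be followed. In spinal cord 25 of the 28 were lower in SMA, with a median log2 fold change of -0.49, and in brain 22 of the 28 were lower, with a median of -0.12. The brain median was -0.05 without control brain library 2, -0.19 without control brain library 3 and -0.18 without SMA brain library 2. The median in spinal cord rested on control spinal cord library 1. Without that library it was -0.10, with 17 of the 28 genes lower, and with any other library left out it lay between -0.70 and -0.43. Gmnn passed the pathway thresholds in both tissues, with 37.7 ± 1.89 and 29.4 ± 2.72 normalized CPM (SD, n = 3) in control and SMA brain, and 14.3 ± 3.69 and 8.42 ± 1.43 (SD, n = 3) in control and SMA spinal cord. Its log2 fold change was -0.36 (standard error 0.13) in brain and -0.76 (standard error 0.24) in spinal cord, with adjusted p-values of 0.902 and 0.684 from edgeR. In brain Gmnn fell just short of an unadjusted p of 0.05 without control library 1 (-0.32) or SMA library 3 (-0.30). Cdc6 passed in brain, with -0.37 (standard error 0.17), and fell short without control library 1 (-0.26), control library 2, SMA library 1 (-0.26) or SMA library 3. Atad2 passed in spinal cord, with -1.96 (standard error 0.82), and without control library 1 its value was -0.36. Atad2 also fell short of the thresholds without any 1 of the 3 SMA libraries. Of the 28 genes, 2 passed in spinal cord with all libraries, 8 without control library 2 and 6 without control library 3. Without any other library, 1 or 2 passed there. In brain 2 passed with all libraries, 4 without SMA library 2 and 0 without SMA library 3. For Top2a and Kif11, control spinal cord library 1 had 165 and 35.5 normalized CPM, and the other 5 spinal cord libraries had at most 41.3 and 10.3.

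**Figure D2:**
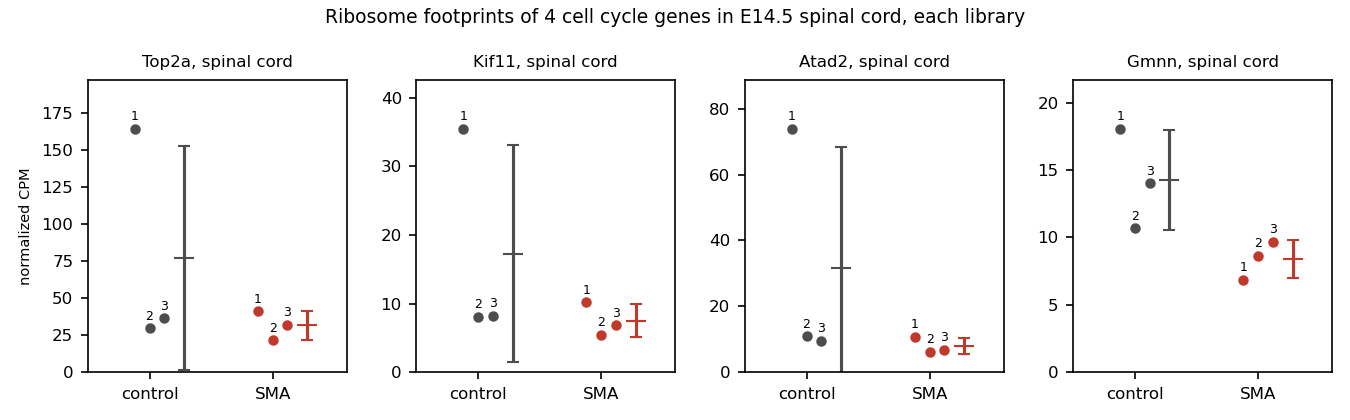
Normalized CPM of Top2a, Kif11, Atad2 and Gmnn in each spinal cord library (points, numbered by replicate; control in gray, SMA in red), with the mean and SD of each genotype beside them. Control library 1 is the highest point for each of the 4 genes, and for Atad2 it has 73.9 normalized CPM.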

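For the cytoskeleton, 8 of 42 listed kinesins could be followed, and 0 of them passed the pathway thresholds in either tissue (1 in brain without SMA library 2, and in spinal cord 2 without control library 2 and 1 without control library 3). Of 17 tubulins, 4 could be followed. Tubb5 passed as increased and Tubd1 as decreased in spinal cord, and 0 passed in brain (1 without SMA brain library 2, Tubd1). Tubd1 had 9.10 ± 1.88 normalized CPM (SD, n = 3) in control and 4.91 ± 1.26 (SD, n = 3) in SMA spinal cord, a log2 fold change of -0.89 (standard error 0.27, adjusted p = 0.684 from edgeR). Tubulins are near-identical in part of their sequence and the authors kept reads with several alignments, so counts of single tubulins are uncertain. Of 30 p53 targets, 7 could be followed and 0 passed in either tissue. In brain 6 of the 7 were lower in SMA and in spinal cord 4, and with single libraries left out 1 passed in each tissue without control library 3, 2 in brain without SMA library 1 and 1 in spinal cord without SMA library 1. Table 1 also names pathways for which nucleoporins and glycolytic enzymes were listed. Of 32 nucleoporins, 7 could be followed, all 7 lower in SMA spinal cord with a median of -0.34, which was -0.12 without control spinal cord library 1. Tpr, the 1 nucleoporin past the thresholds, had a log2 fold change of -0.65 (standard error 0.27), and -0.25 without that library. Tpr also fell short of the thresholds without any 1 of the 3 SMA libraries. In spinal cord 2 of the 7 nucleoporins passed without SMA library 1, and 0 without control library 1, SMA library 2 or SMA library 3. In brain the nucleoporin median was -0.13, -0.06 without control brain library 1 and -0.22 without SMA brain library 2. Of 16 glycolytic enzymes, 4 could be followed and 0 passed (1 in spinal cord without control library 2).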

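The genes that IPA ascribed to this pathway were chosen by the study on these same libraries. A second list, of 60 genes of intraflagellar transport, the BBSome and the ciliary transition zone, was written before the data were examined, and 11 of them could be followed by name. In SMA spinal cord 8 of the 11 were lower, with a median log2 fold change of -0.11 that was -0.17 without control library 3 and -0.04 without SMA library 1. In SMA brain 4 of the 11 were lower, with a median of 0.05 that was 0.02, -0.01 and 0.01 without SMA libraries 1, 2 and 3. Tmem107, a component of the transition zone, passed the pathway thresholds as decreased in spinal cord. Cep290, which is on the list of the study too, passed as increased in brain. In spinal cord 3 of the 11 passed without control library 3 and 2 without SMA library 2, against 1 with all libraries. In brain 2 passed without control library 1, and 0 without control library 2, SMA library 2 or SMA library 3. Tmem107 had 11.5 ± 2.39 normalized CPM (SD, n = 3) in control and 7.23 ± 0.223 (SD, n = 3) in SMA spinal cord, a log2 fold change of -0.67 (standard error 0.20, adjusted p = 0.684 from edgeR) that stayed between -0.79 and -0.50 with each library left out. In brain the log2 fold change of Tmem107 was 0.06 (standard error 0.27), and its sign changed when 1 of 3 libraries was left out.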

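Of the 20 cilium assembly genes of Figure 2A, 5 could be followed by name, Cdk1, Cep290, Nde1, Tubb5 (taken as the gene shown as Tubb) and Ywhae, and the others were not analysed here. Each tissue was tested with edgeR's quasi-likelihood test. With an absolute log2 fold change of at least 0.3 and an unadjusted p below 0.05, 3 of the 5 passed in spinal cord, Nde1 as decreased and Tubb5 and Ywhae as increased, and 1 passed in brain, Cep290 as increased. Nde1 had 34.1 ± 5.76 normalized CPM (SD, n = 3) in control and 22.8 ± 2.62 (SD, n = 3) in SMA spinal cord, a log2 fold change of -0.59 (standard error 0.16, unadjusted p = 0.0091). Tubb5 had 846 ± 82.8 (SD, n = 3) in control and 1130 ± 151 normalized CPM (SD, n = 3) in SMA spinal cord, a log2 fold change of 0.42 (standard error 0.11, unadjusted p = 0.0076), and reads shared with other tubulins make its count uncertain. For both genes the 3 SMA libraries lay apart from the 3 control libraries, and with each library left out Nde1 stayed between -0.72 and -0.49 and Tubb5 between 0.32 and 0.51. With the trend on counts per base taken out, a setting chosen after seeing the data, Tubb5 had a log2 fold change of 0.14 and no longer passed the thresholds. Ywhae rose from 958 ± 118 to 1230 ± 227 normalized CPM (SD, n = 3), a log2 fold change of 0.36 (standard error 0.15) that was 0.03 with that trend taken out. Without SMA library 2 Ywhae was at 0.22, and it no longer passed without control library 1, control library 3, SMA library 2 or SMA library 3. Cdk1 fell from 35.8 ± 14.8 to 23.8 ± 7.52 (SD, n = 3) in spinal cord, a log2 fold change of -0.58 (standard error 0.34) that was -0.21 without control spinal cord library 1 and -0.38 without SMA library 2, and that passed the thresholds without control library 2, at -0.82. In brain Cdk1, Nde1, Tubb5 and Ywhae had log2 fold changes of -0.17, 0.09, 0.20 and 0.14, none past the thresholds. Adjusted over the list alone, 2 of the 5 genes had an adjusted p below 0.05 in spinal cord (Nde1 and Tubb5) and 0 in brain, where 1 had an unadjusted p below 0.05. Adjusted over all genes tested, 0 of the 5 did in either tissue, where 3 in spinal cord and 1 in brain had an unadjusted p below 0.05. The list was chosen by the study on these libraries, so the adjustment over the list alone is not independent evidence.

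**Figure D3:**
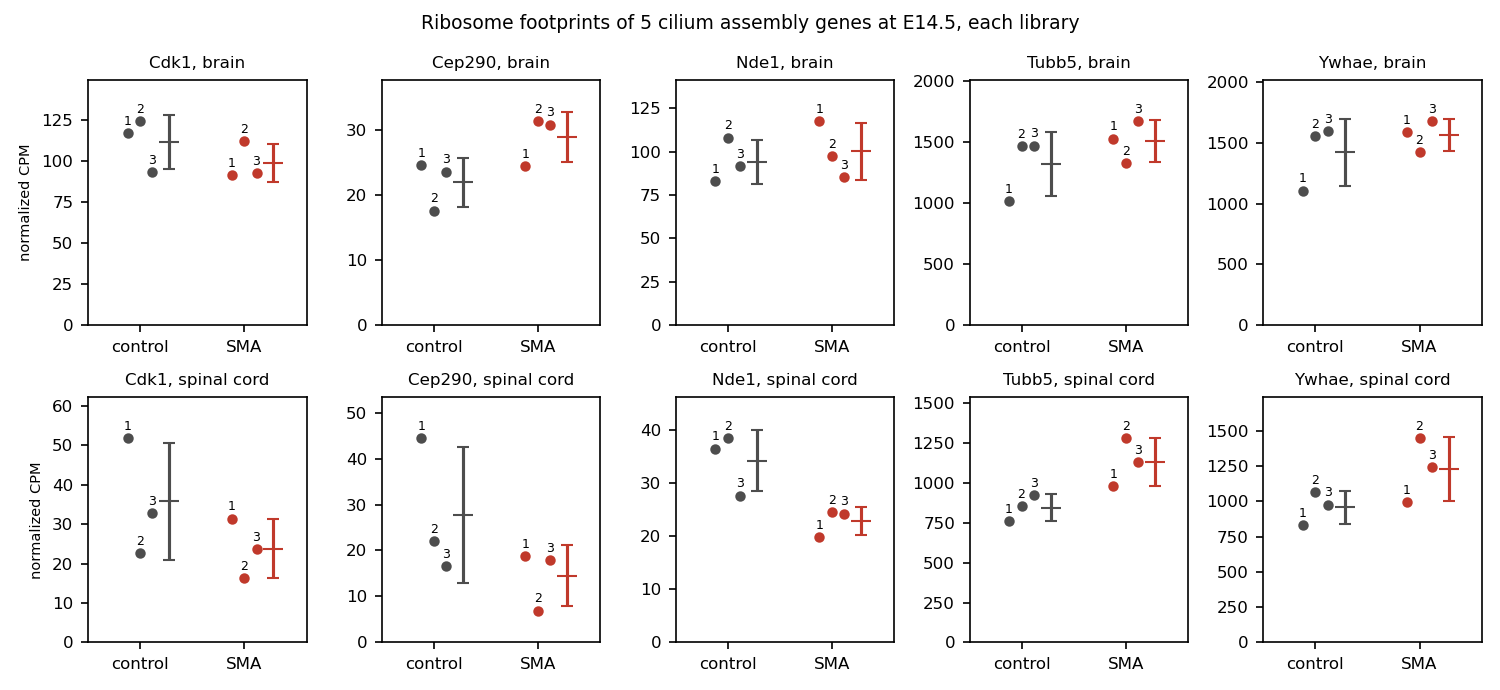
Normalized CPM of Cdk1, Cep290, Nde1, Tubb5 and Ywhae in each brain library (upper panels) and spinal cord library (lower panels), as points numbered by replicate (control in gray, SMA in red), with the mean and SD of each genotype beside them. In spinal cord, the 3 SMA points of Nde1 lie between 19.8 and 24.4, under the 3 control points.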

Investigation of the individual genes ascribed to this canonical pathway revealed changes in 20 genes involved in the structure and function of primary cilia, with the majority of them being downregulated (Figure 2A).

Primary cilia are nonmotile sensory organelles extending from the cell membrane, containing a microtubule-based axoneme originating from the basal body (36). The cilia cytoplasm is isolated from the cell by a specialized structure, the transition zone (TZ), which acts as a ciliary gate filtering the passage of molecules into or out of the cilium (37). The molecules that pass the TZ are carried along the axoneme by 2 intraflagellar transport complexes (IFT A and B) (38) (Figure 2B). Primary cilia have a critical role in coordinating key signaling pathways to ensure correct embryonic development, tissue homeostasis, and organ function (39). Dysfunction in these subcellular organelles leads to multisystemic disorders known as ciliopathies, and several studies have demonstrated a crucial role for primary cilia in brain development and neurodevelopmental disease, often accompanied by cognitive impairment (40–44). Several dysregulated genes identified in our dataset have been extensively described in literature and associated with well-known ciliopathies. *ARL6* and *CEP290* are 2 of the most frequently mutated genes in Bardet-Biedl syndrome, a multisystem primary ciliopathy characterized by heterogenous clinical manifestations, including cognitive impairment and developmental delay (45). Moreover, *CEP290* has also been linked to Joubert syndrome, a primary ciliopathy presenting with a distinctive midbrain-hindbrain malformation, leading to motor and cognitive impairments that manifest in early life (46, 47). Notably, mutations in *B9D1* gene are implicated in Meckel syndrome, a severe ciliopathy that is perinatally lethal due to polydactyly, kidney disease, liver fibrosis, and CNS defects (48).

Using a deeper IPA pathway enrichment of mRNAs with alteration in ribosome occupancy (see Methods), we identified a strong correlation between the identified ciliary genes and 2 independent functional terms, specifically, formation of cilia and assembly of non-motile cilium (Figure 2C). Most importantly, this in silico analysis revealed a predicted inhibition of these 2 pathways, thereby indicating primary cilia dysfunction in the CNS of SMA mouse embryos.

### Primary cilia defects in the CNS of SMA mouse embryos.

As defects in primary cilia have been associated with neurodevelopmental phenotypes similar to those reported as comorbidities in patients with SMA (21–24, 40, 42, 49–55), we next wanted to establish whether the disruption in translation of genes associated with primary cilia in SMA mouse embryos leads to corresponding morphological changes in primary cilia in vivo.

To identify and quantify the number (density) of primary cilia in the embryonic CNS, we performed fluorescence immunohistochemistry using 2 well-established ciliary markers — ARL13B labeling the axoneme and γ-tubulin labeling the basal body — in control and SMA embryonic brain and spinal cord. Primary cilia were identifiable by the proximity of both a basal body and an axoneme. Qualitative observations in brain and spinal cord revealed the presence of primary cilia in both SMA and littermate controls and across different stages of organogenesis. Subsequent quantitative analyses showed a statistically significant decrease in the percentage of ciliated cells in SMA mouse hippocampus compared with control littermates at E14.5 (Figure 3A). To assess whether these SMA-related cilial defects persisted into later stages of embryonic brain development, we repeated the analysis in the hippocampus of E18.5 mouse embryos. A similar, statistically significant decrease in cilia density was observed in SMA mice compared with littermate controls (Figure 3B), revealing a consistent reduction in the density of primary cilia in the hippocampus of SMA mouse embryos throughout brain organogenesis. We further investigated 2 postnatal time points of postnatal (P) day 2 and P10, representing pre- and late-symptomatic stage, respectively, in the mouse model and found that cilia density was not different between SMA mice and littermate controls (Supplemental Figure 3). Thus, primary cilia disruption appears to be a largely prenatal aspect of dysregulated brain development in SMA, correlating with the higher levels of SMN protein observed at prenatal stages in both mice and humans (7).

To ascertain whether these cilial phenotypes extended into other regions of the CNS, the same quantification was performed on spinal cord sections from SMA and control embryos at E14.5 and E18.5 (Figure 3, C and D). Here, the analysis revealed a significant decrease in cilia density in the spinal cord of E14.5 SMA mouse embryos (Figure 3C), indicating that primary cilia phenotypes are conserved throughout the CNS at this crucial stage of prenatal development. However, reductions in primary cilia density did not persist to later prenatal time points (E18.5) in the spinal cord of SMA embryos (Figure 3D). The conserved manifestation of primary cilia defects at both earlier and later embryonic ages in the SMA hippocampus, but not in the spinal cord or in the hippocampus postnatally, suggests that primary cilia in brain are particularly vulnerable to low SMN levels prenatally.

### Risdiplam treatment reveals SMN-dependent morphological defects in primary cilia in primary hippocampal cell culture.

Although we identified a significantly reduced density of primary cilia in the CNS of SMA mice, changes in cilia morphology are often reported to occur alongside density changes in many ciliopathies and neurodevelopmental disorders (41, 56). To address whether core morphological features of primary cilia were also altered in SMA, we established an in vitro model system that was more suitable for quantitative morphometric analysis than brain slice preparations. This allowed us to robustly and consistently quantify cilium length, one of the most crucial morphological parameters correlated with ciliary function, which is altered in many ciliopathies (56).

We established primary neuronal cultures from the hippocampus of SMA and control mouse embryos (Figure 4A). After 8 days in vitro primary cilia were labeled with ARL13B and γ-tubulin markers. Consistent with previous observations in vivo, an initial qualitative assessment of primary cilia in vitro revealed that hippocampal cells from both control and SMA embryos possessed a clear cilium structure defined by basal body and axoneme. However, many primary cilia in SMA preparations appeared to be shorter and more truncated than those from controls. Therefore, we performed quantitative axoneme length measurements, spanning from the basal body to the tip of the cilium. This analysis revealed a significantly reduced cilium length in SMA hippocampal cell culture compared with littermate controls (Figure 4, B and C, and Supplemental Figure 4, A and B).

To assess whether cilia defects were specific to particular cell types in our primary hippocampal cell culture system, we also performed experiments costaining for NeuN (neurons) and glial fibrillary acidic protein (astrocytes). As expected, the majority of cells in our cultures were neurons (Supplemental Figure 5A), though astrocytes were also present, allowing us to compare these cell types. Quantification of ciliary length on both neurons and astrocytes revealed similar phenotypes, with shorter primary cilia axoneme in both cell types from SMA mice (Supplemental Figure 5, B and C). Thus, the SMA-linked primary cilia phenotype appears to affect multiple cell types/populations in the CNS.

Reduced density of ciliated cells in vivo and shortened cilia can also occur from the specific presence of specific basal body deficits (57). We therefore investigated the morphology of basal bodies using immunofluorescence in vitro but found no difference in gross morphology parameters of area, diameter, or perimeter (Supplemental Figure 4C). Thus, cilia defects observed in SMA are unlikely to be caused primarily by basal body deficits.

Next, we wanted to establish whether defects observed in primary cilia in SMA are amenable to therapeutic intervention by restoring SMN levels. Risdiplam, an *SMN2* splicing modifier, is 1 of 3 SMN-restoring therapies approved for use in humans with SMA and capable of increasing full-length SMN protein levels across a range of cells and tissues (58). After hippocampal dissection from SMA and control Taiwanese mouse embryos, primary neurons were plated and then treated with risdiplam for 72 hours from day 5 in vitro (DIV5). At DIV8, total RNA of hippocampal neurons was collected to analyze *SMN* expression levels using real-time PCR (59). As expected, risdiplam treatment restored full-length *SMN* levels compared with vehicle-treated SMA preparations (Figure 4, E and F).

A total of 863 primary cilia labeled with ARL13B and γ-tubulin markers to visualize primary cilia and allow accurate length measurements were analyzed from controls, along with 728 from SMA-vehicle (untreated) cells and 373 from SMA-risdiplam cells (Supplemental Figure 4D and Table 2). Strikingly, risdiplam treatment rescued primary cilia defects in the SMA cells, restoring cilia length to be indistinguishable from those observed in healthy controls (Figure 4, D and G). Thus, SMN restoration in vitro was sufficient to reverse SMA-associated primary cilia defects, verifying a critical role for SMN in regulating primary cilia during development.

### Disruption to downstream signaling pathways regulated by primary cilia in SMA.

Having established that prenatal primary cilia phenotypes occur both in vivo and in vitro in SMA, we next investigated whether signaling pathways downstream of primary cilia were similarly affected. We therefore performed a new, targeted, in silico analysis of a recently published proteomic dataset comparing the CNS proteome in control and SMA mouse embryos at E14.5 (26, 41). IPA software analysis revealed perturbations in several signaling pathways directly linked to primary cilia (Table 3 and Supplemental Figure 6), including Wnt (Figure 5A) and Sonic Hedgehog (Supplemental Figure 6). Downregulation of both Wnt and Sonic Hedgehog pathways is known to negatively affect cell proliferation (60, 61). Consistent with this, we observed reduced cell proliferation, as indicated by Ki67 staining, in the hippocampus of SMA mice compared with littermate controls at E14.5 (Figure 5, B and C). Taken together, these findings demonstrate significant dysregulation of signaling pathways downstream of primary cilia, accompanied by a marked reduction in cell proliferation.

### In utero transplacental SMN replacement therapy increases SMN protein levels in the CNS of SMA mouse embryos and rescues primary cilia phenotypes.

Finally, given the prenatal nature of the primary ciliopathy phenotypes detailed above, we wanted to establish whether prenatal delivery of existing SMN-restoring therapeutics could intervene and correct developmental perturbations. In order to explore this, we first developed and validated an in utero transplacental therapeutic intervention using risdiplam to investigate whether SMN protein levels could be restored in SMA Taiwanese mouse embryos following treatment of the pregnant dam, with consequential impacts on the prenatal primary cilia phenotypes.

In an initial series of pilot experiments, 1 pregnant dam was treated with risdiplam (5 mg/kg) given by oral gavage for 5 consecutive days, starting at E10.5. The dose used in this study was adopted from doses previously established by Poirier at al., 2018 (62). Embryos were then collected at E15.5, and organs were microdissected to enable quantification of SMN protein levels. This treatment regime was sufficient to generate a 1.9-fold increase in SMN levels in the brain of SMA embryos compared with SMA embryos that did not undergo any therapeutic intervention (Figure 6, A and B, and Supplemental Figure 7A). Treatment was well tolerated by the pregnant dam, as well as the embryos, with no adverse events or phenotypes noted.

Given the success of the pilot transplacental experiments, we proceeded to perform a full set of experiments allowing comparative quantitative analyses of primary ciliopathy defects in E14.5 SMA mouse embryos. For these experiments, pregnant dams received risdiplam for 5 consecutive days via oral delivery, starting from gestational day E9.5. After daily pharmacological administration, embryos were collected at E14.5, and the brain tissue was prepared for immunoblot for SMN protein quantification and immunohistochemistry for primary cilia investigation (Figure 6C). Western blot analyses verified the prior result from pilot experiments undertaken at E15.5, revealing a significant increase in levels of SMN protein in the brain of treated SMA embryos compared with untreated embryos (Figure 6, D and E, and Supplemental Figure 7B). Strikingly, quantitative analysis of primary cilia density showed a significant increase in primary cilia number in the hippocampus of SMA embryos treated in utero with risdiplam compared with SMA-untreated embryos, restoring them to levels observed in non-SMA littermate controls (Figure 6, F and G). In addition, risdiplam treatment significantly increased levels of LRP5, one of the key Wnt signaling molecules found to be dysregulated in SMA embryos (Supplemental Figure 8). Thus, prenatal transplacental delivery of SMN-restoring therapeutics was sufficient to rescue primary ciliopathy phenotypes in SMA mice in vivo.

## Discussion

Defining the earliest changes underlying disease pathogenesis is of critical importance for uncovering the fundamental biological mechanisms driving SMA, as well as for identifying novel potential molecular targets for therapeutic intervention. Here, we demonstrate that prenatal development of the CNS is affected in SMA and identify primary cilia as contributors to SMA pathogenesis. Ribosome profiling of E14.5 brain and spinal cord revealed profound molecular defects at the translational level in the CNS of SMA mouse embryos. Importantly, pathway enrichment analysis identified genes involved in the formation and function of primary cilia. Subsequent use of both in vivo and in vitro models verified fundamental primary cilia phenotypes in SMA. Pathway analyses of proteomic datasets revealed parallel impacts on signaling pathways downstream of primary cilia in SMA. Importantly, these defects were shown to be SMN dependent and were rescued following therapeutic intervention with risdiplam, including via prenatal transplacental delivery of SMN-restoring therapeutics in vivo.

Primary cilia are microtubule-based structures protruding from the surface of almost all eukaryotic cells. As sensory organelles, primary cilia are characterized by a specialized structure in which each component is essential for the correct functioning of the cilium (41). Among those, the TZ plays a crucial role in controlling the entry and exit of cargo proteins essential for cilia assembly and signaling (37). Here, we found that several genes that encode TZ components, such as *Arl6*, *B9d1*, and *Cep290*, have decreased ribosome occupancy in the CNS of SMA mouse embryos. 

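Of these 3 genes, Cep290 could be followed by name, and Arl6 and B9d1 were not analysed here. In spinal cord Cep290 had 44.5, 22.1 and 16.5 normalized CPM in control libraries 1, 2 and 3 and 18.8, 6.89 and 17.9 in SMA libraries 1, 2 and 3. The means were 27.7 ± 14.8 in control and 14.5 ± 6.62 in SMA (SD, n = 3), and the libraries overlapped. The log2 fold change was -0.92 (standard error 0.47, unadjusted p = 0.093 and adjusted p = 0.684 from edgeR). Without control spinal cord library 1 it was -0.40 (unadjusted p = 0.37), and with each other library left out it lay between -1.18 and -0.60. Without control library 3, the unadjusted p was 0.046. In DESeq2 and in 1 fit over all 12 libraries the spinal cord value of Cep290 was -0.92 and -0.90, with unadjusted p-values of 0.040 and 0.034. In brain Cep290 was higher in SMA, with 21.9 ± 3.79 normalized CPM in control and 28.9 ± 3.85 in SMA (SD, n = 3). The brain log2 fold change was 0.39 (standard error 0.17, unadjusted p = 0.035 and adjusted p = 0.902 from edgeR), and it lay between 0.26 and 0.50 with each library left out. The unadjusted p in brain was above 0.05 without control library 2 (0.15), without SMA library 2 (0.13) and without SMA library 3 (0.096), and also with DESeq2 (0.065), in the fit over all 12 libraries (0.34) and with library size alone (0.055).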

Alongside the TZ, IFT proteins are also essential for the correct assembly and maintenance of cilia, as they mediate the bidirectional transport of structural and signaling molecules along the microtubular axoneme (63). *Ift140* and *Ift25* genes encode 2 crucial components of the IFT system that were also dysregulated in the CNS of SMA mouse embryos. Importantly, IFT25 facilitates anterograde transport to the ciliary tip of smoothened and glioma-associated oncogene, 2 proteins essential for the activation of the Sonic Hedgehog signaling pathways, a key modulator of embryonic development and tissue homeostasis (43, 64, 65). Thus, SMN depletion appears to impact the translation of a wide range of primary cilia genes likely to result in significant developmental perturbations in these key structures. Further studies exploring the precise molecular regulation of cilia formation and function in the context of SMA are therefore warranted.

Notably, in our in vitro experiments, we observed the presence of cilia phenotypes in both neuronal cells and astrocytes. Further work will be required to establish a full, cell type–specific analysis of cilia phenotypes across the CNS in SMA, but the current data suggest that dysregulation is likely to be widespread.

One particularly interesting observation from the current study was that the magnitude of primary cilia varied across CNS regions and developmental time points: There was a reduction in the density of ciliated cells in the hippocampus at embryonic days E14.5 and E18.5, but not postnatally, and prenatal reduction occurred only at E14.5 in the spinal cord. This is likely best explained by differing developmental timelines of these structures. The spinal cord undergoes region patterning and cell identity establishment as early as E9.5 in mice, with the transition from neural progenitor cells to postmitotic neurons largely complete embryonically (66). In contrast, in the hippocampus, although region specification signals appear by E10.5, its maturation extends to postnatal ages in mice (67, 68).

Acting as signaling hubs, primary cilia have a crucial role during embryogenesis, detecting and transducing extracellular signals that coordinate fundamental biological processes, including cell cycle progression and cell proliferation (41). For this reason, primary cilia dysfunction leads to a spectrum of severe prenatal and developmental diseases, known as ciliopathies. The clinical manifestations of ciliopathies are multisystemic and include brain malformations, cognitive impairment, cardiac defects, renal malformations, liver disease and musculoskeletal abnormalities, as described in well-characterized ciliopathies such as Joubert, Meckel-Gruber, and Bardet Biedl syndromes (46–49, 69–72). Furthermore, primary cilia defects have already been associated with other neurodegenerative and neuromuscular disorders, including amyotrophic lateral sclerosis (40, 73–75). Thus, the prenatal primary cilia defects reported here would be predicted to contribute directly to neurodevelopmental symptoms being reported in patients with SMA.

From a clinical viewpoint, our work is potentially relevant for better understanding of cognitive impairments in patients with SMA treated with currently available therapies. Numerous recent patient-based studies have reported deficits in attention, memory, and language, as well as autism-like symptoms, such as difficulties in social communication and interaction, in SMA patients with and without SMN-restoring therapies (17, 19–25). The hippocampus is known to play a key role in memory and cognition in humans (76), with previous studies showing that depletion of primary cilia leads to hippocampus-dependent learning and memory deficits in mice (50, 54). Moreover, MRI studies have revealed hippocampal dysgenesis and volume loss in patients with Bardet Biedl syndrome, highlighting the impact of primary cilia in cognition (49, 77). Taken alongside the current findings of defects in this brain region during embryonic development in SMA mice, monitoring of developmental processes in key brain regions such as the hippocampus is likely to be required for patients with SMA. This highlights the need for routine assessment of neurocognitive abilities in patients with SMA (including those receiving SMN-restoring treatments), as well as the importance of consistent neonatal, or perhaps even prenatal, screening for SMA. Such monitoring of patients with SMA and their clinical manifestations will also be key for the understanding the heterogeneity of phenotypes that exists among patients. For example, cognitive impairment and intellectual disability have been observed less frequently in patients with milder forms of SMA (type II and III) (78, 79), in contrast with pediatric patients living with the most severe form of SMA (type I) (17, 18, 21).

There is now unquestionable preclinical and clinical evidence demonstrating that earlier (ideally presymptomatic) intervention in SMA provides better therapeutic outcomes and enhances quality of life for patients and their families. To date, several studies have performed in utero SMN replacement using antisense oligonucleotides, viral vectors, or small molecules in preclinical mouse models (80–83), demonstrating benefits on neuromuscular aspects of the disease (16). The findings of the current study reinforce the need for early treatment, suggesting that prenatal changes occurring during CNS development need to be targeted to address neurodevelopmental comorbidities in SMA while providing important proof of principle that transplacental in utero SMN replacement can reverse neurodevelopmental SMA phenotypes. Importantly, these preclinical findings have recently been shown to have significant potential for translation into the patient context because of a publication detailing the first case of prenatal therapy in humans, where risdiplam was administered orally to a mother during gestation, demonstrating the efficacy of transplacental drug delivery and potential early intervention benefits (84). Strikingly, the dosing regimen used for prenatal transplacental treatment in the current study revealed a substantial impact on primary cilia even after a short duration of treatment (a maximum of 5 days out of a total gestation period lasting approximately 21 days in mice). Taken together, these findings suggest that relatively short prenatal treatment with SMN-restoring therapeutics during critical time periods of brain development is likely to be sufficient to ameliorate neurodevelopmental aspects of SMA.

## Methods

### Sex as a biological variable.

Our study examined both sexes that were determined by PCR amplification of X chromosome genes with divergent Y chromosome gametologs (85). Although both sexes were used throughout the entire study, sex was not considered as a biological variable.

### Statistics.

All results are expressed as mean and SEM from at least 5 independent samples per group. For each embryo, 3 consecutive brain sections were analyzed and averaged together. Differences between the 2 genotype groups (control and SMA) were analyzed by a 1- or 2-tailed unpaired parametric *t* test. Differences among 3 groups (control, SMA vehicle, SMA risdiplam treated) were analyzed by ordinary 1-way ANOVA using Tukey’s correction for multiple comparisons. All statistical analyses were performed using GraphPad Prism 10. A *P* value less than 0.05 was considered significant.

### Study approval.

All animals were bred and handled following the UK Animals (Scientific Procedures) Act, 1986. Procedures were approved by the internal ethics committee at the University of Edinburgh and following UK Home Office regulations (Project Licence number: PPL PP1567597).

### Data availability.

All data values for all graphs, and values behind any reported means in the manuscript or supplement, are reported and accessible in the Supporting Data Values XLS file. Raw proteomic data used in Figure 5 are available via Edinburgh DataShare: https://doi.org/10.7488/ds/2776 Ribosome profiling data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession code GSE295681). Dysregulated gene list from ribosome profiling is available as a source data file, Supplemental Data 1. Detailed methods can be found in Supplemental Methods.

Any other information not already included in the manuscript but used in the analysis is available to any researcher for purposes of reproducing or extending the analysis upon contacting the corresponding author.

## Author contributions

The order of co–first authors and co–senior authors was determined based on their respective and equal contributions. The study was conceptualized by FG, YTH, AALM, EJNG, GV, and THG. Polysome and ribosome profiling experiments were conducted by FG, GS, IS, DD, EJNG, and GV, and the resulting data were analyzed by M Paganin and GV. NCHL, M Pronot, and MAC prepared primary hippocampal cell cultures, and KJM helped with their maintenance and RNA extraction. RAK and TMW provided support for IPAs. FG performed all primary cilia experiments, including tissue and cell collection, staining, imaging, and analysis. YTH carried out transplacental in utero treatment and SMN protein and RNA quantification. The methodology of the study was developed by FG, YTH, AALM, GS, IS, HC, KMEF, TMW, RAK, EJNG, GV, and THG, with the supervision of TMW, EJNG, MAC, GV, and THG. Funding acquisition was carried out by MAC, TMW, EJNG, GV, and THG. The original draft was written by FG, YTH, AALM, and THG, while all authors participated in the review and editing of this manuscript.

## Funding support

European Union’s Horizon 2020 research and innovation program (project SMABEYOND, No. 956185) (FG, GS, EJNG, GV, and THG).

SMA Europe (project grant funding) (AALM, EJNG, and THG).

My Name’5 Doddie Foundation (project grant funding) (YTH, HC, and THG).

Telethon Italy (GGP19115 and GMR23T1048) (GV).

European Union within the Ministry of Education and Research National Recovery and Resilience Plan National Center for Gene Therapy and Drugs based on RNA Technology (Project no. CN00000041 CN3 RNA) (GV).

Caritro Foundation (Rif.Int. 2021.0571) (GV).

Epilepsy Research Institute (Project No. 2003) (MAC).

The Wellcome Trust (Project No. 204954/Z/16/Z) (MAC).

European Union Marie Skłodowska-Curie Fellowship, UK Research & Innovation Guarantee (Project No. EP/Y024559/1) (MAC).

LifeArc (Pathfinder Award) (HC and THG).

Academy of Medical Sciences Starter Grant for Clinical Lecturers (KMEF).

Medical Research Council Clinician Scientist Fellowship/Motor Neuron Disease Association Lady Edith Wolfson Clinical Fellowship (KJM & KMEF).

TMW & RAK acknowledge strategic investment from the Biotechnology and Biological Sciences Research Council, including Institute Strategic Program Grant funding (reference BB/X010945/1).

## Supplementary Material

Supplemental data

Supplemental data set 1

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
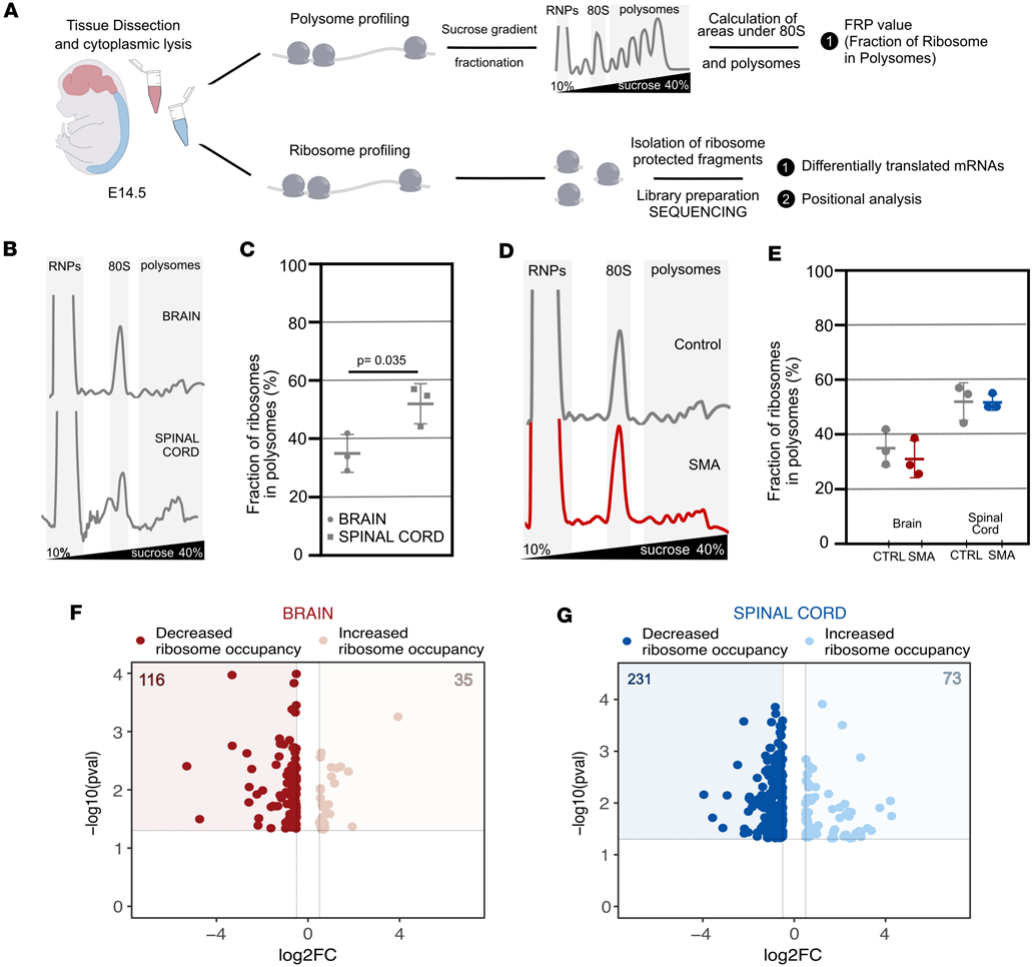
SMN depletion leads to widespread disruption in translation throughout the CNS of SMA mouse embryos. (**A**) Schematic overview of experimental design to facilitate polysome and ribosome profiling of E14.5 brain and spinal cord from control and SMA mouse embryos. RNPs, ribonucleoproteins. (**B**) Polysomal profiles of E14.5 brain and spinal cord from control mouse embryos. (**C**) FRP expressed in percentage of E14.5 brain and spinal cord from control mouse embryos. (**D**) Polysomal profiles of E14.5 brain from control and SMA mouse embryos. (**E**) FRP expressed in percentage of E14.5 brain and spinal cord from control and SMA mouse embryos. (**F** and **G**) Volcano plots showing the variations in ribosome occupancy of genes identified in brain (**F**) and spinal cord (**G**) of E14.5 controls and SMA mouse embryos. In brain, dark red dots represent DEGs with decreased ribosome occupancy, while pink dots represent increased ribosome occupancy. In spinal cord, blue dots represent DEGs with decreased ribosome occupancy, while light-blue dots represent increased ribosome occupancy. Significantly differential genes were defined by the following cutoff values: *log_2_FC*_thr = 0.5 and *pval_thr* = 0.05. *N* = 3 embryos each for control and SMA. DEGs, differentially expressed genes.

**Figure 2:**
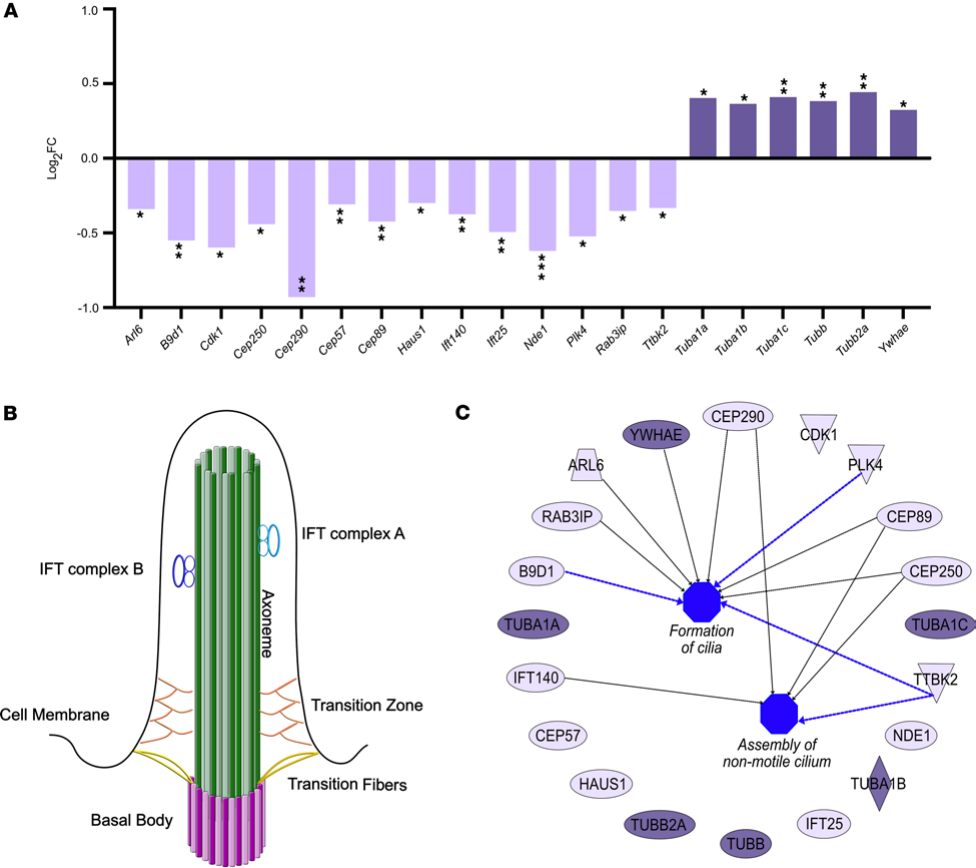
Translational defects in primary cilia genes in the CNS of SMA mouse embryos. (**A**) Bar chart showing the dysregulated genes associated to the cilium assembly canonical pathway identified by IPA. Light purple bars represent downregulated DEGs; dark purple bars represent upregulated DEGs. (**B**) Schematic of a primary cilium highlighting the main structural components: intraflagellar transport (IFT) proteins complex A and B, transition zone and fibers, basal body, and cell membrane. (**C**) Functional enrichment analysis network of cilium assembly DEGs. Downregulated molecules in light purple; upregulated molecules in dark purple. Different shapes indicate molecules with distinct biological functions. Black arrows show the enrichment of individual molecules to the functional terms formation of cilia and assembly of non-motile cilium. Blue arrows indicate a predicted inhibition state on the specific functional term. Both functional terms are highlighted in blue, indicating an overall inhibition. Statistical significance was defined using the following cutoff values: *log_2_FC*_thr = 0.3 and *pval_thr* = 0.05. *P* values were derived using the glmQLFTest function in edgeR. *P value ≤ 0.05, **P value ≤ 0.01, ***P value ≤ 0.001.

**Figure 3:**
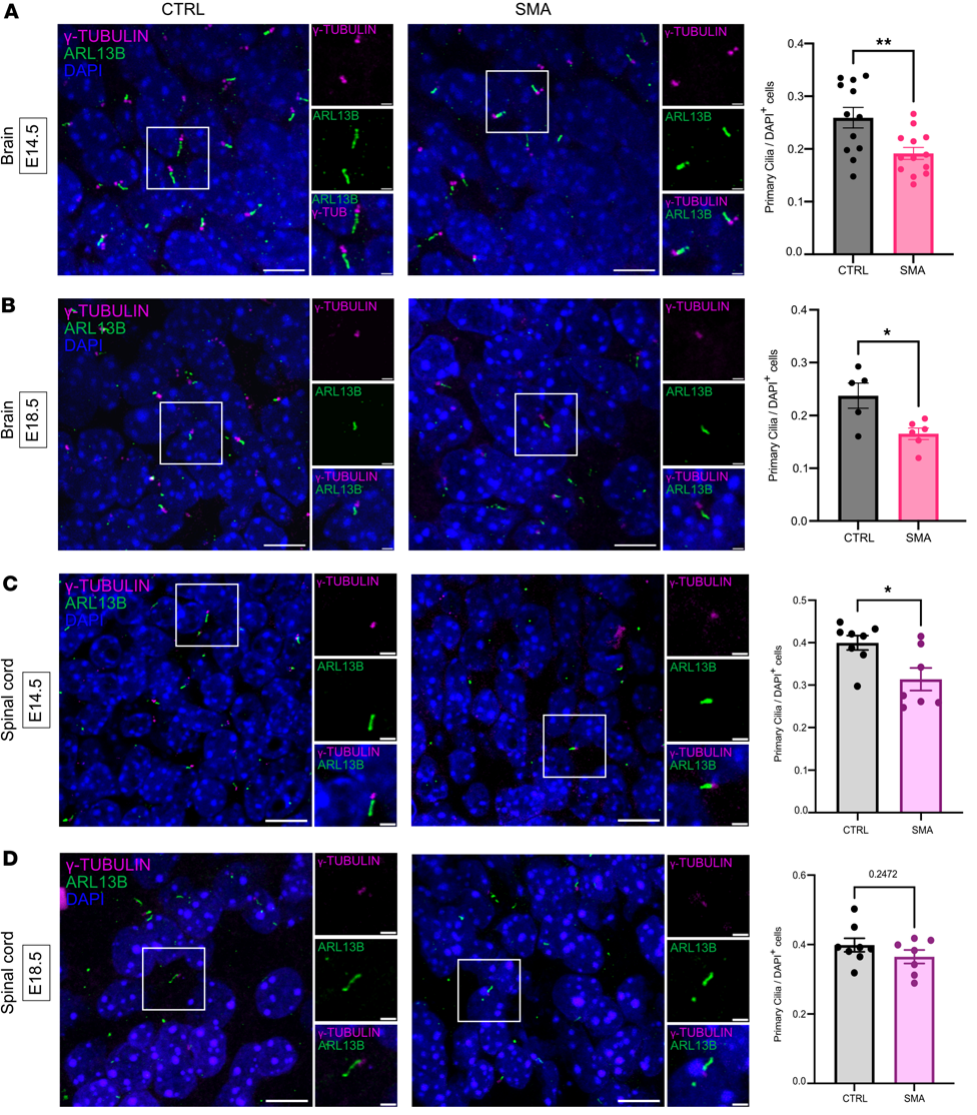
Reduced density of primary cilia in the SMA mouse embryonic hippocampus and spinal cord. (**A**) Primary cilia density quantification using ciliary markers ARL13B (axoneme, in green) and γ-TUBULIN (γ-TUB; basal body, in magenta) in the hippocampus of E14.5 and (**B**) E18.5 Taiwanese mouse embryos reveals reduced primary cilia number in SMA compared with littermate controls. Coronal paraffin sections, 10 μm thickness; scale bar: 10 μm; zoom: 2 μm. *N* = 12 embryos for control and 13 for SMA at E14.5; 5 for control and 6 for SMA at E18.5. (**C**) Primary cilia density quantification in the spinal cord of E14.5 identifies reduced primary cilia number in SMA compared with littermate controls. (**D**) No difference between genotypes observed in primary cilia density in E18.5 spinal cord. Sagittal paraffin sections, 10 μm thickness; scale bar: 10 μm; zoom: 2 μm. *N* = 8 embryos for control and 7 for SMA at E14.5 and E18.5. **P value ≤ 0.01, *P value ≤ 0.05, unpaired *t* test, scatter dot plot, mean with SEM. One data point corresponds to the average values from 3 sections per embryo.

**Figure 4:**
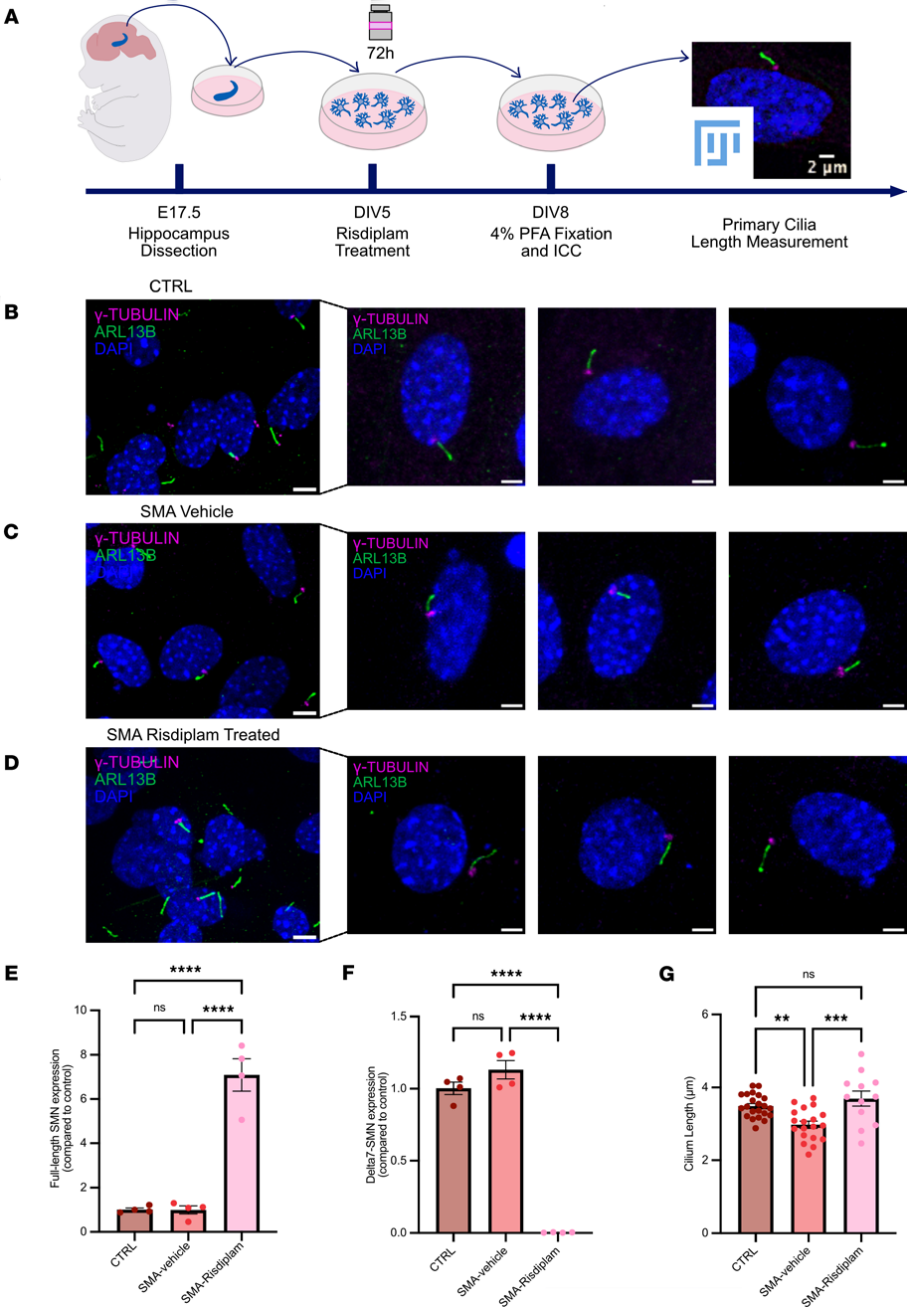
Reduced primary cilia length in SMA is restored following risdiplam treatment in primary hippocampal neurons. (**A**) Schematic showing experimental design for primary hippocampal cell culture experiments. (**B**–**D**) Representative confocal images showing primary cilia length in hippocampal cell culture from (**B**) control, (**C**) SMA vehicle-treated, and (**D**) SMA risdiplam-treated preparations. Primary cilia were labeled with the ciliary markers ARL13B (axoneme, in green) and γ-TUBULIN (basal body, in magenta). (**E**) Full-length and (**F**) *delta* *7*-*SMN* levels were quantified using real-time PCR. Bar charts show full-length *SMN* was increased, corresponding with decreased *delta 7-SMN*, in SMA hippocampal neurons treated with risdiplam. Scatter dot plot, mean with SEM. One data point corresponds to 1 embryo. *N* = 4 embryos for each group. (**G**) Primary cilia length measurement and quantification in hippocampal cell culture from control, SMA vehicle-treated, and SMA risdiplam-treated preparations. *N* = 22 embryos for control, 19 for SMA vehicle-treated, and 12 for SMA risdiplam-treated. One data point corresponds to 1 embryo. Scale bar lower magnification representative images (far left): 5 μm. Scale bar micrographs: 2 μm. **P value < 0.01, ***P value < 0.001, ****P value < 0.0001, 1-way ANOVA, scatter dot plot, mean with SEM.

**Figure 5:**
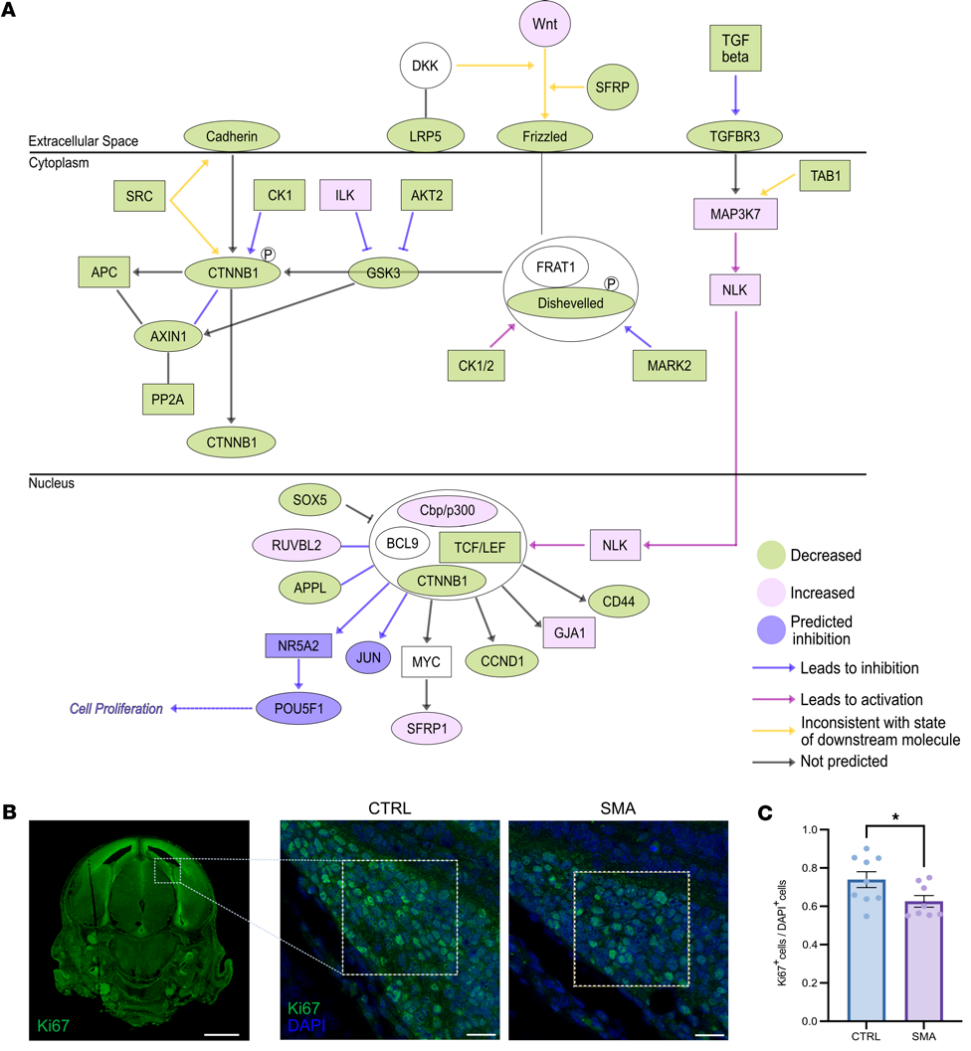
Widespread dysregulation of proteins in the Wnt signaling pathway and decreased cell proliferation in SMA embryos. (**A**) Schematic overview of the Wnt signaling pathway. Molecules highlighted in green are downregulated, in pink are upregulated, and in purple are predicted to be inhibited in SMA embryos. Purple arrows indicate inhibition; pink arrows lead to activation; yellow arrows show a discrepancy between the activation state of 1 or more molecules; and gray arrows represent an effect not predicted by IPA. (**B**) Representative coronal paraffin sections from littermate control mouse embryos at E14.5 to demonstrate whole brain topography in the mouse embryo. The relative position of the hippocampus is indicated by the white square. Cells positively labeled by the proliferative marker Ki67 are shown in green. Scale bar: 1 mm. Zoomed-in images highlight cell proliferation in the hippocampus of control and SMA mouse embryos at E14.5 shown using Ki67 labeling. Region of interest corresponding to the dentate gyrus is indicated by the white squares (39 × 39 μm). Scale bar: 10 μm. Total and proliferative cells are labeled by DAPI in blue and Ki67 in green, respectively. (**C**) Quantification of cell proliferation in the hippocampus of control and SMA Taiwanese mouse embryos reveals a significant decrease in SMA mice at E14.5. Each data point corresponds to the average values from 3 sections per embryo (*N* = 9 for control and 8 for SMA). *P value ≤ 0.05, unpaired *t* test, scatter dot plot, mean with SEM.

**Figure 6:**
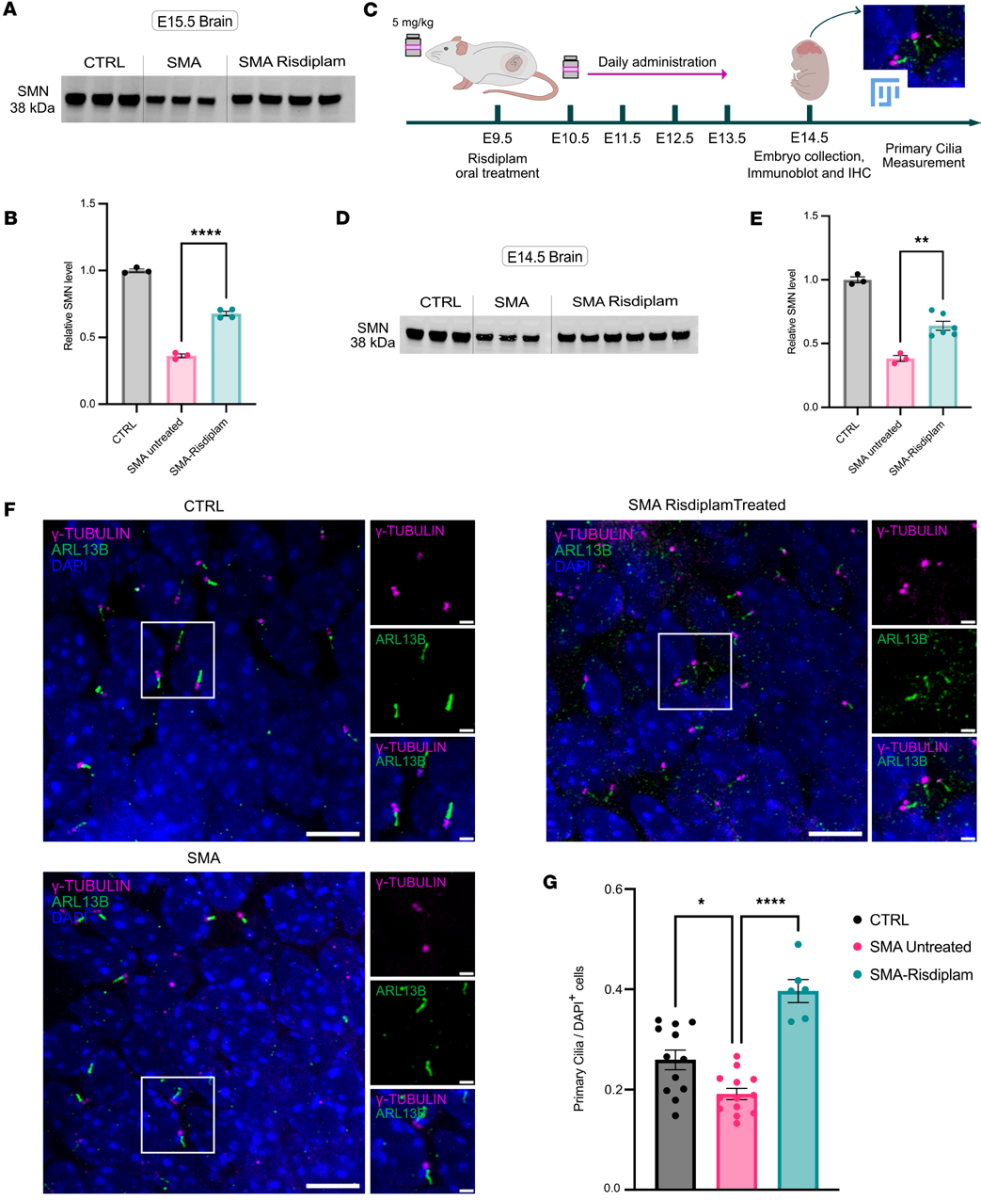
Reduced density of primary cilia in the SMA mouse embryonic hippocampus is restored following in utero risdiplam treatment. (**A**) Immunoblot of SMN levels in brain tissues from control, SMA, and risdiplam-treated SMA embryos (5 mg/kg to the dam) at E15.5. Lanes were run on the same gel but were noncontinuous (see Supplemental Figure 5A). (**B**) Quantification of relative SMN levels from **A**. *N* = 3 embryos for control and SMA, *N* = 4 embryos for risdiplam-treated SMA. (**C**) Schematic showing experimental design for short duration, in utero SMN replacement therapy via oral administration to the pregnant dam at 5 mg/kg dose. (**D**) Immunoblot of SMN levels from brain tissues from control, SMA, and risdiplam-treated SMA embryos at E14.5. (**E**) Quantification of relative SMN levels from **D**. *N* = 3 embryos for control and SMA, *N* = 6 embryos for risdiplam-treated SMA. (**F**) Representative confocal micrographs showing primary cilia in the hippocampus of E14.5 from control, SMA untreated, and SMA risdiplam-treated embryos. Primary cilia were labeled with the ciliary markers ARL13B (green) and γ-TUBULIN (magenta). Scale bar: 10 μm, zoom: 2 μm. (**G**) Quantification bar chart of **F**. Scatter dot plot with mean with SEM. One data point corresponds to 1 embryo. *N* = 12 embryos for control, 13 for SMA untreated, and 6 for SMA risdiplam treated. Data for control and untreated SMA are replotted from Figure 3A. Coronal paraffin sections, 10 μm thickness. *P value ≤ 0.05, **P value ≤ 0.01, ****P value ≤ 0.0001, 1-way ANOVA.

**Table 1:**
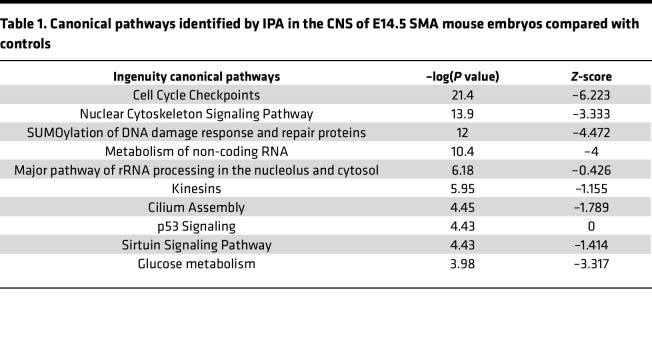
Canonical pathways identified by IPA in the CNS of E14.5 SMA mouse embryos compared with controls

**Table 2:**
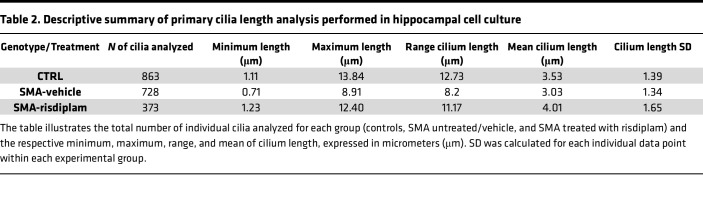
Descriptive summary of primary cilia length analysis performed in hippocampal cell culture

**Table 3:**
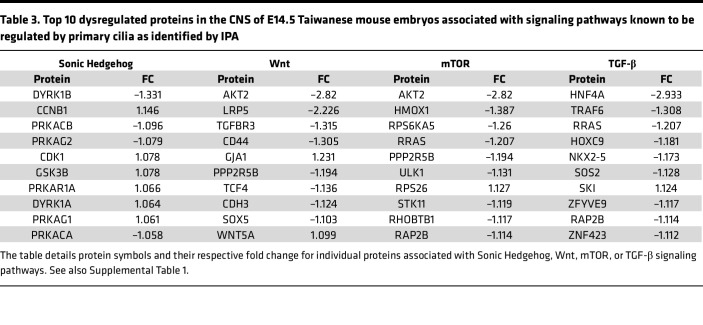
Top 10 dysregulated proteins in the CNS of E14.5 Taiwanese mouse embryos associated with signaling pathways known to be regulated by primary cilia as identified by IPA

# Supplementary material for: Prenatal SMN-dependent defects in translation uncover reversible primary cilia phenotypes in spinal muscular atrophy
**Source:** JCI Insight. 2025 Sep 9;10(20):e192835. doi: 10.1172/jci.insight.192835
**Supplement:** Supplemental data

Prenatal SMN-dependent defects in translation uncover reversible primary cilia phenotypes in spinal muscular atrophy

Federica Genovese<sup>1§</sup>, Yu-Ting Huang<sup>1§</sup>, Anna A.L. Motyl<sup>1</sup>, Martina Paganin<sup>2</sup>, Gaurav Sharma<sup>2</sup>, Ilaria Signoria<sup>3</sup>, Deborah Donzel<sup>2</sup>, Nicole C.H. Lai<sup>1</sup>, Marie Pronot<sup>1</sup>, Rachel A. Kline<sup>4</sup>, Helena Chaytow<sup>1</sup>, Kimberley J. Morris<sup>1</sup>, Kiterie M.E. Faller<sup>1</sup>, Thomas M. Wishart<sup>4,5</sup>, Ewout J.N. Groen<sup>3</sup>, Michael A. Cousin<sup>1</sup>, Gabriella Viero<sup>2^</sup>, Thomas H. Gillingwater<sup>1\*^</sup>

§ These authors are co-first authors and contributed equally to this work

^ These authors are co-senior authors and contributed equally to this work

## Competing interests:

THG has provided advisory services concerning SMA for Roche and Novartis.

## Supplemental material: methods

**Study design.** This study was designed to investigate the systemic developmental defects of Spinal Muscular Atrophy in the Taiwanese mouse model, with a particular focus on translation. Exploring brain development throughout the entire period of mid-late organogenesis and performing ribosome profiling, we unveiled primary cilia as a molecular mechanism underlying embryonic SMA pathogenesis. Sample size was determined by preliminary data and power calculations. All data were quantified and assessed blinded to genotype/treatment. Both genders were included in this study and determined by PCR amplification of X chromosome genes with divergent Y chromosome gametologs (1). Although both genders were used throughout the entire study, sex was not considered as a biological variable.

**Animals.** The Taiwanese model of SMA (2, 3), was maintained as previously described, having been originally obtained from Jackson Laboratories (strain 005058). We refer to *Smn*<sup>+/-</sup>; *SMN2tg/0* embryos as healthy controls, and *Smn*<sup>-/-</sup>; *SMN2tg/0* as SMA embryos. The morning of vaginal plug discovery was counted as embryonic day 0.5 (E0.5), and the embryos were collected when they reached the age of interest. For an up-to-date overview of the benefits and limitations of this mouse model please see the recent review by Signoria and colleagues (4).

Pregnant dams were sacrificed at the desired time point and then embryos were collected individually. Each embryo was weighed, and the stage of development was assessed accordingly (5). Heads and bodies of embryos or postnasal brains were separated prior fixation and tail tips were used for genotyping and sex determination.

For in utero SMN replacement therapy experiments, four pregnant dams were administered risdiplam at 5 mg/kg for 5 consecutive days by oral gavage (PO) prior the tissue collection at

E14.5 or E15.5. Risdiplam was dissolved in 0.5% Hydroxypropylmethylcellulose, 0.1% Tween-80 (6).

## **Immunohistochemistry.**

**Microtomy.** Whole embryos' heads and bodies were fixed in 4% paraformaldehyde overnight at 4°C. On the next day, tissues were rinsed with PBS and stored in 70% ethanol prior paraffin-embedding. Samples were dehydrated using an automated tissue processor and then infiltrated with histological wax. 10µm-thick coronal (heads or brains) and sagittal (bodies) sections using microtome were collected on SuperfrostTMPlus slides and kept overnight at 37°C.

**Fluorescence immunohistochemistry.** Wax sections were deparaffinised and rehydrated with Xylene and ethanol, respectively. Antigen retrieval was performed by maintaining the slides at a sub-boiling temperature for 20 minutes in Tris-EDTA or sodium citrate buffer depending on the primary antibodies. (10 mM Tris-base and 1mM EDTA solution pH 9.0 for ARL13B and γ-TUBULIN; 10 mM sodium citrate buffer, pH 6 for Ki67). Slides were then left to cool down at room temperature for 30 minutes.

The sections were washed two times in 0.1% Triton X-100 in TBS and immersed in corresponding blocking solution at room temperature for one hour (10% donkey serum in TBS for anti-ARL13B and anti-γ-TUBULIN; 1% BSA, 10% donkey serum in TBS for Ki67).

The sections were then incubated with primary antibodies overnight at 4°C (anti-ARL13B and anti-γ-TUBULIN were diluted in 5% donkey serum in TBS; anti-Ki67 was diluted in 1% BSA, 10% donkey serum in TBS). Primary antibodies used in this experiment were: rabbit polyclonal anti-Ki67 antibody (Abcam #ab15580 1:200); rabbit polyclonal anti-ARL13B antibody (ProteIntech #17711-1-AP, 1:200); and mouse monoclonal anti-γ-TUBULIN antibody (Sigma #T6557 mouse mAb, 1:500).

After three washes of 10 minutes each in 0.025% Triton X-100 in TBS, sections were then incubated with secondary antibody at room temperature for two hours (1:400 donkey anti-rabbit Alexa Fluor 488, #A-32790, for Ki67 and ARL13B; 1:400 donkey anti-mouse Alexa Fluor 594, A-21203, for  $\gamma$ -TUBULIN). After three washes of 10 minutes each in 0.025% Triton X-100 in 1xTBS, slides were counterstained by 4',6-diamidino-2-phenylindole (DAPI) and mounted with Mowiol.

**Quantitative western blotting.** Tissue collection and western blot procedures have been previously reported (7). In brief, tissues were snap-frozen in dry ice and stored at -80 °C freezer until use. Tissues were homogenized in radioimmunoprecipitation assay buffer (ThermoFisher Scientific) with Halt™ protease inhibitor (#78429, ThermoFisher Scientific). Protein concentrations were determined using the bicinchoninic acid method. 10 or 30  $\mu$ g of total protein was used in longitudinal SMN expression experiment or in in utero SMN replacement experiment, respectively. After electrophoresis, proteins were transferred to a polyvinylidene difluoride membrane (iBlot2, ThermoFisher Scientific). Total protein was quantified by Revert™ Total Protein Stain (520nm or 700nm, LI-COR). Membranes were then blocked in Odyssey PBS blocking buffer (LI-COR) or EveryBlot blocking buffer (Bio-Rad), followed by incubation anti-SMN antibody solution (BD Bioscience #610646, 1:1500) or anti-LRP5 antibody (Cell Signaling #5731, 1:1000) overnight at 4°C. The next day, membranes were washed with 1 $\times$  PBS at RT before and after and secondary antibody incubation (LI-COR). Membrane is dried followed by image acquisition on an LI-COR Scanner Odyssey M.

To allow longitudinal comparison of SMN levels across ages, we employed the internal control samples, accounting for variability across different blots (7). Internal control samples were mixture of control brain tissues from E16.5 and each gel contained triplicate of internal controls. Comparisons were performed using mixed-effect linear models (7, 8).

**Primary culture of mouse embryonic hippocampal neurons.**

***Ex vivo hippocampal neuron preparation.*** Primary hippocampal cell cultures were prepared as previously described (9). Briefly, hippocampal tissues from E17.5 Taiwanese mice embryos were dissociated with papain (Worthington Biochemical PAP2, reconstitute to 10 U/mL in PBS) and placed in a 37°C waterbath for 20 minutes. Supplemented DMEM/F12 (with penicillin/streptomycin solution and 5% foetal bovine serum (Life Technologies #21331-020) was then added to the dissociated tissues to a final volume of 5 mL followed by centrifuging at 1500 rpm for 5 minutes at room temperature. The pellet containing hippocampal cells was resuspended in pre-warmed supplemented Neurobasal (with 1x B-27 supplement, 0.5 mM L-glutamine and 100 U/mL penicillin–100 µg/mL streptomycin) media. Each embryo's hippocampus was individually dissociated and plated on individual 6-well plates.  $6 \times 10^4$  cells per well were plated onto poly-D-lysine coated coverslips in a 6-well plate. The cells were allowed to adhere in a 37°C/5% CO<sub>2</sub> incubator for one hour. Supplemented Neurobasal (2 mL) was then added to each well and cells further incubated at 37°C/5% CO<sub>2</sub>. Two days later, Cytosine beta-D-arabinofuranoside (Ara-C) was added to the culture at a final concentration of 1 µM per well to prevent glial proliferation.

***Pharmacological treatment with risdiplam.*** Hippocampal neurons were treated for 72h from day in vitro 5 (DIV5). For each 6-well plate, half (3 wells) were treated with risdiplam (Cayman Chemical #29028), while the other half received the same quantity of sterile deionised water as control. Risdiplam dissolved in deionised water was used at final concentration of 0.5 µM. Treatment was replaced every 24h.

***SMN mRNA levels following treatment with risdiplam.*** Total RNA was extracted from cultured hippocampal cells using a RNeasy Plus Kit (Qiagen). Total RNA (80 ng) was used for

first strand cDNA synthesis, using a Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo). Quantitative real-time PCR was performed on CFX Opus Deepwell system (Bio-Rad) using PowerUp™ SYBR™ Green Master Mix for qPCR (Thermo) according to the manufacturer's instruction. Human-specific full-length *SMN2* primers (Forward, 5'-ATA CTG GCT ATT ATA TGG GTT TT-3'; Reverse, 5'-TCC AGA TCT GTC TGA TCG TTT C-3' [133 bp]), human-specific *SMN delta7* primers (Forward, 5'-TGG ACC ACC AAT AAT TCC CC-3'; Reverse, 5'-ATG CCA GCA TTT CCA TAT AAT AGC C-3' [125 bp]) and mouse-specific *Gapdh* primers (Forward, 5'-AAT GTG TCC GTC GTG GAT CTG A-3'; Reverse, 5'-GAT GCC TGC TTC ACC ACC TTC T -3' [83 bp]) were used (10, 11).

The PCR program was as follows:

|                     |             |
|---------------------|-------------|
| 50°C 2 min,         | ] 40 cycles |
| 95°C 10 seconds     |             |
| 60°C for 30 seconds |             |

5 seconds each at 0.5°C increments between 65°C and 95°C for melt curve analysis

The cycle at which the amount of fluorescence was above the threshold (Ct) was detected. Relative full length and *delta 7 SMN* expression for each sample was firstly normalised to its *Gapdh* level then compared to controls.

**Fluorescence immunocytochemistry.** After 8 days in vitro (DIV8), cells were fixed in 4% paraformaldehyde for 15 minutes. The coverslips were treated in 0.1% Triton X-100 in TBS for permeabilization for 20 minutes and immersed in blocking solution (20% donkey serum in TBS) at room temperature for one hour. The coverslips were then incubated with primary antibodies overnight at 4°C (anti-ARL13B 1:500; anti-γ-TUBULIN 1:2000; anti-GFAP ThermoFisher #13-0300 1:200; anti-NeuN Merck #MAB377 1:100, in 10% donkey serum in TBS).

After three washes of 10 minutes each in 0.025% Triton X-100 in TBS, coverslips were incubated with secondary antibody at room temperature for two hours. After three washes of 10 minutes each in 0.025% Triton X-100 in TBS, the coverslips were counterstained by DAPI then mounted with Mowiol.

**Microscopy.** Immunofluorescent whole brain sections from control embryos stained with the proliferation marker Ki67 were imaged on LI-COR Scanner Odyssey M using 5 resolution and 2.50 mm focus offset.

Immunofluorescent sections were imaged on an inverted confocal microscope (Nikon A1R). For Ki67 and DAPI staining, were imaged using a 40x magnification oil-immersion lens and z-stacks were acquired with Galvano scanning at 1  $\mu$ m step. For ARL13B,  $\gamma$ -TUBULIN and DAPI staining used for primary cilia investigation, three consecutive sections per mouse were imaged using a 60x magnification oil-immersion lens. Z-stacks were acquired with Galvano scanning at 0.3  $\mu$ m step. The precise sections used for the analysis were selected by the identifications of neuroanatomical landmarks illustrated in the Schambra Prenatal Mouse Brain Atlas. Cilia quantification was performed by collapsing five z-stacks in a max intensity z-projection on ImageJ. The field of view was divided in three 60x60  $\mu$ m squares, randomly distributed around the anatomical region of interest. DAPI and ciliated cells quantification was performed in each of the squares and then averaged.

Immunofluorescent hippocampal cell cultures stained for ARL13B,  $\gamma$ -TUBULIN, NeuN, GFAP and DAPI were imaged on an inverted confocal microscope (Nikon A1R) using a 60x magnification oil-immersion lens and z-stacks were acquired with Galvano scanning at 0.3  $\mu$ m step. Cilia morphological measurements were performed on the entire field of view (208x208  $\mu$ m) by collapsing all z-stacks in a max intensity z-projection on ImageJ.

Imaris Software was used for 3D rendering and visualisation of hippocampal primary cilia from representative control and SMA embryos.

#### **Translatomics.**

**Polysome profiling.** For sucrose gradient preparation, solutions were prepared using a specific buffer composition (10 mM Tris-HCl pH 7.5, 10 mM MgCl<sub>2</sub>, 10 mM NaCl) with varying sucrose concentrations. Small gradients (4 mL) were prepared by overlaying 1.6 mL of 40% (w/v) sucrose buffer and filling the tube with 10% (w/v) sucrose buffer. The gradient was formed by keeping the tube horizontally for 120 minutes at 4°C.

For cytoplasmic lysates preparation, mouse-frozen tissues were used following the protocol described in 2017 study (12). Tissues were pulverized in liquid nitrogen using a pestle and a mortar. After pulverization, 400-800 µL of tissue polysome lysis buffer (12) was used for powder resuspension. Lysates were kept for 17-20 minutes on ice for cell lysis. Then samples were centrifuged twice at 12,000 rpm in Eppendorf Centrifuge 5417 for 10 min and the supernatant was collected. Samples were loaded on 4 mL polyallomer ultracentrifuge tubes (Beckman) containing 10%-40% (w/v) linear sucrose gradient and ultracentrifuged for 90 min at 40,000 rpm at 4 °C in Beckman Optima XPN-100 Ultracentrifuge in SW41 rotor. Sucrose fractions were collected using Teledyne Isco model 160 gradient analyzer equipped with a UA-6 UV/VIS detector to measure the absorbance at 254 nm. Plotting absorbance vs fraction number yields a polysome profile.

**Fraction of ribosomes in polysomes.** The fraction of ribosomes in polysomes (FRP) is measured based on the polysome profiling curve as follows:

$$\%FRP = \frac{\text{Area under the polysomes}}{(\text{Area under the 80S} + \text{Area under the polysomes})} \times 100$$

***Ribosome profiling and library preparation.*** Brain and spinal cord were collected from control and SMA embryos at E14.5, snap frozen and then stored at -80°C until used.

Cytoplasmic lysates were prepared as described previously(12). Briefly, the tissues were pulverised with a sterile pestle and mortar in liquid nitrogen, and then 400-800 µL of tissue was added to ribosome lysis buffer (10mM Tris-HCl pH 7.5, 10mM MgCl<sub>2</sub>, 10 mM NaCl, 1% w/v TritonX-100, 5 U/mL DNaseI, 800 U/mL RiboLock RNase Inhibitor, 1 mM DTT, 200 µg/mL cycloheximide, 1% w/v Na-deoxycholate). To facilitate cell lysis, lysates were incubated on ice for 17-20 minutes followed by centrifuging twice at 12,000 rpm for 10 min at 4°C to remove tissue debris, mitochondria, and nuclei. Supernatants was measured for the 260nm absorbance, the final NaCl salt concentration of the lysate was adjusted to a final salt concentration of 100 mM.

Ribosome purification was achieved by treating lysates with 10 U/Abs RNase at room temperature for 45 minutes followed by addition of 5 µL of SUPERase-In RNase inhibitor (ThermoFisher Scientific) to halt the reaction. Lysates were loaded onto 13.2 mL polyallomer ultracentrifuge tubes (Beckman) containing a 10%-40% (w/v) linear sucrose gradient (10 mM Tris-HCl pH 7.5, 10mM MgCl<sub>2</sub>, 10 mM NaCl).

After ultracentrifugation for 90 minutes at 40,000 rpm, 4°C in a Beckman Optima XPN-100 ultracentrifuge with an SW41 rotor, the fraction corresponding to the 80S monosomes was collected using a Teledyne ISCO model 160 fractionator equipped with a UA-6 UV/VIS detector.

The fraction was then used for RNA purification using the phenol/chloroform protocol. Ribosome-protected fragments (RPFs) measuring 28-32bp were separated and purified using a 15% Urea-TBE gel. After RNA extraction from the gel, RPFs were then dephosphorylated using 120U T4 polynucleotide kinase (New England Biolabs #M0201S) and 20U of SUPERase-In<sup>TM</sup> Rnase inhibitor in T4 PNK polynucleotide kinase buffer (New England

Biolabs) at 37 °C for 1 hour followed by 10 minutes incubation at 70 °C to inactivate the enzymes. After RPFs purification, the libraries were prepared as previously described (13). Experiments were performed in triplicate.

**Ribosome profiling data analysis.** Libraries from E14.5 brain and spinal cord tissues of Taiwanese mouse embryos were sequenced at the CIBIO NGS facility of the University of Trento, Italy, using an Illumina NovaSeq6000 system.

**Reads clipping and trimming.** Trimming of reads was performed with Cutadapt (v4.1) (14). The first three nucleotides (5' end) were trimmed and the adapter sequence of 15 As was removed (3'end). Reads shorter than 15 nucleotides were discarded. Maximum error rate and minimum overlap parameters were set at 0.15 and 10, respectively.

**Reads alignment.** Reads mapping on the collection of *Mus musculus* rRNAs (from the SILVA rRNA database, release 119) and tRNAs (from the Genomic tRNA database: [gtrnadb.ucsc.edu/](http://gtrnadb.ucsc.edu/)) were removed. The remaining reads were mapped on the mouse genome (using the Gencode M22 annotations ensembl 97) allowing a maximum of 5 multiple alignments for each read. All alignments were performed with STAR (v2.5.3a) employing default settings. Reads mapping on the same position with respect to transcript coordinates were then removed before proceeding with positional analyses. The identification of reads P-site position on the transcript was performed using riboWaltz (15). Duplicated reads mapping on the same position with respect to transcript coordinates were also removed.

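If a library holds several reads at one transcript position, this step keeps 1 of them, so a gene with many reads on few bases can lose a larger part of its reads than a long gene with few reads, and more so in a deeper library. The paper's text does not name whether the deposited counts were made before or after this step. In the deepest library, control spinal cord 1, 765 of the 10481 genes had more counts than bases. The 10% of genes with the most counts per base held 27.6% of the counts in that library and 33.2% in SMA spinal cord library 2, the shallowest of the spinal cord. Across the 6 spinal cord libraries this share fell with the log2 of the total count (Pearson's r = -0.97, exact permutation p = 0.0014, adjusted 0.0056; Spearman's rho = -1, p = 0.0028, adjusted 0.0056), and r was -0.89 without the 2 libraries farthest from the median depth. Across the 6 brain libraries r was -0.98 (exact permutation p = 0.0056, adjusted 0.0074) and rho -0.89 (p = 0.033), and r was -0.92 without the 2 farthest. The family of tests was the 4 correlations, Pearson's and Spearman's in each tissue. Depth and genotype go together in spinal cord, where control libraries are the deeper ones.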

**Positional analysis.** After having identified the P-site position of reads on the transcripts, riboWaltz was used to inspect the good quality of the ribosome profiling libraries. The read

length distribution of ribosome footprints was computed by averaging replicas of each condition (SMA and controls).

RiboWaltz was used to inspect the trinucleotide periodicity along the coding sequence and investigate potential differences in the localization of the ribosomes between control and SMA mice. Overlaid meta-profiles were computed at single nucleotide resolution, based on P-site position of ribosomes. To compare the meta-profiles, we displayed the frequency of the signal around the translation initiation and translation termination sites, so that the area under each meta-profile (composed by the portion around the start codon and the portion around the stop codon) is equal to one. Meta-profiles were computed on all protein-coding transcripts. Stars are reported on nucleotide positions with significant differences between SMA and control signal, based on pair-end T-test (\* P-value < 0.05). Genes with signal lower than a specified threshold were filtered out. This specific threshold value was computed for each replicate as it follows. First, genes with zero counts for all the replicates were removed from the gene count table. We computed fragments per kilobase of transcript per million mapped reads (*fpkm*) (with the *rpk*m function provided within the edgeR package (16-18) values using as gene length parameter the length of each gene (i.e., the union of the isoforms exons) retrieved from the GTF file used during the alignment step previously described.

We then computed the 80<sup>th</sup> quantile of the *fpkm* distribution for each replicate and used the resulting values as cut-off in the filtering step. Genes with *fpkm* values below the threshold values for all the replicates of a condition (control or SMA) were filtered out, resulting in a total amount of 10481 genes. 

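The deposited table holds 10481 genes with their lengths. Of these, 96 in brain and 19 in spinal cord had a mean CPM under 0.05, the minimum that the study set in its thresholds. The deposited length is under 100 bases for 64 genes and 1 base for 3 genes, and Raver1 is listed with 11 bases. A value divided by length, such as FPKM, is inflated for a gene whose listed length is shorter than the gene that was counted.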

A multidimensional scaling plot was computed using *fpkm* values of genes (n=10481) to display the differences between the expression values of different replicates in two dimensions.

Normalization among replicates was performed with the trimmed mean of M-values normalization method (TMM) implemented in the edgeR Bioconductor package. Pairwise

differential analyses (control vs SMA) were performed independently for each tissue. Significantly differential genes were defined by the following cut-off values: *cpm\_thr*=0.05, *log<sub>2</sub>FC\_thr*=0.5 and *pval\_thr*=0.05.

### **Ingenuity Pathway Analysis (IPA)**

The IPA software was used to analyse the differentially expressed genes (DEGs) dataset obtained from ribosome profiling experiments of E14.5 brain and spinal cord and to reanalyse the recently published proteomic dataset from brain and spinal cord of Taiwanese mouse embryos at E14.5 (19).

DEGs from ribosome profiling from brain and spinal cord were integrated and inputted into the IPA application (Ingenuity System, Silicon Valley, CA), applying *log<sub>2</sub>FC\_thr*=0.3 and *pval\_thr*=0.05 as cut-off values. To identify affected canonical pathways, IPA assigns input gene IDs to their equivalent entries within the Ingenuity's Knowledge Database, thereby enabling accompanying mapping of each input gene ID against a curated library of accompanying molecular interactions, pathways, and targets reported in the literature. As output, IPA not only calculates the ratio of the number of molecules in the dataset per pathway to the total number of molecules assigned to that pathway, but also through a weighted calculation accounting for pathway size, molecule hierarchy and total number of interactions constituting the pathway, reports upon the likelihood of the entire pathway itself being inhibited or activated. We identified the top 10 most affected canonical pathways represented from our ribosome profiling dataset, including the cilium assembly pathway. We therefore selected the specific molecules IPA ascribed to this pathway (20 genes in total) and we performed a deeper enrichment analysis not restricted to the Ingenuity's Knowledge Database. From this analysis, IPA revealed the top two functional terms showing a strong enrichment in cilia (formation of cilia, *pval*=5.02E<sup>-14</sup> and assembly of non-motile cilium, *pval*=1.60E<sup>-10</sup>). The directionality of

the enrichment was predicted by applying an overlay of the identified functional terms and the  $\log_2FC$  and p-value of the genes identified in the canonical pathway.

To investigate whether signalling pathways downstream of primary cilia were affected, we performed a targeted analysis of canonical pathways using the proteomic dataset that compared the proteome of the CNS (brain and spinal cord) of control and SMA mouse embryos at E14.5 (19). Proteins were identified by containing equal or  $>$  two unique peptides. The ratios of SMA versus control abundance for each protein in both tissues were calculated and used as input for further analysis. IPA was employed to perform an enrichment analysis on our dataset, targeting specific signalling pathways known to be regulated by primary cilia (20, 21), including Sonic Hedgehog, Wnt, mTOR, TGF $\beta$ , Notch, Hippo and NF- $\kappa$ B pathways. This targeted analysis allowed us to identify the dysregulated proteins present in our dataset that were ascribed to these pathways. As described above, we determined the directionality of the dysregulation, by applying an overlay of the canonical pathways with the change values of the identified proteins.

## Supplemental material: figures

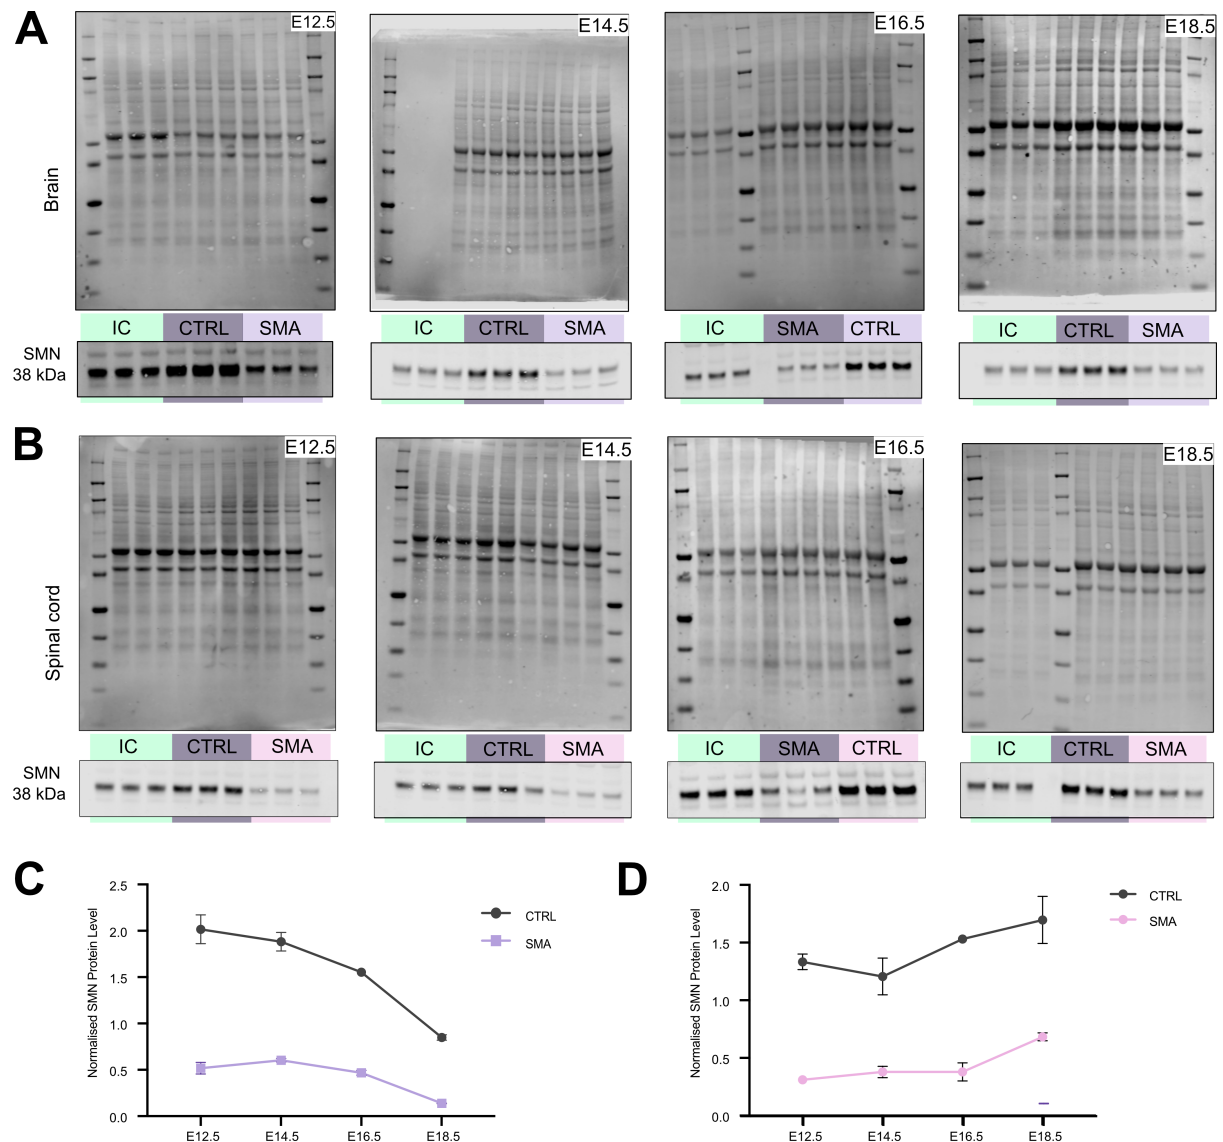

**Supplementary Figure 1. Longitudinal comparison of SMN protein levels during prenatal development of brain and spinal cord.** (A) Immunoblot of total protein stain and staining against SMN protein from brain and (B) spinal cord of controls and SMA Taiwanese mouse embryos at E12.5, E14.5, E16.5 and E18.5. Total protein stain was used to normalise total quantity of the protein for each sample. Each lane represents one embryo. N=3 for control and SMA. Internal control samples (IC) were run in triplicate to account for variability across different blots. (C-D) Mixed-effect linear model of SMN protein levels in the (C) brain and (D) spinal cord of controls and SMA Taiwanese mouse embryos at E12.5, E14.5, E16.5 and E18.5.

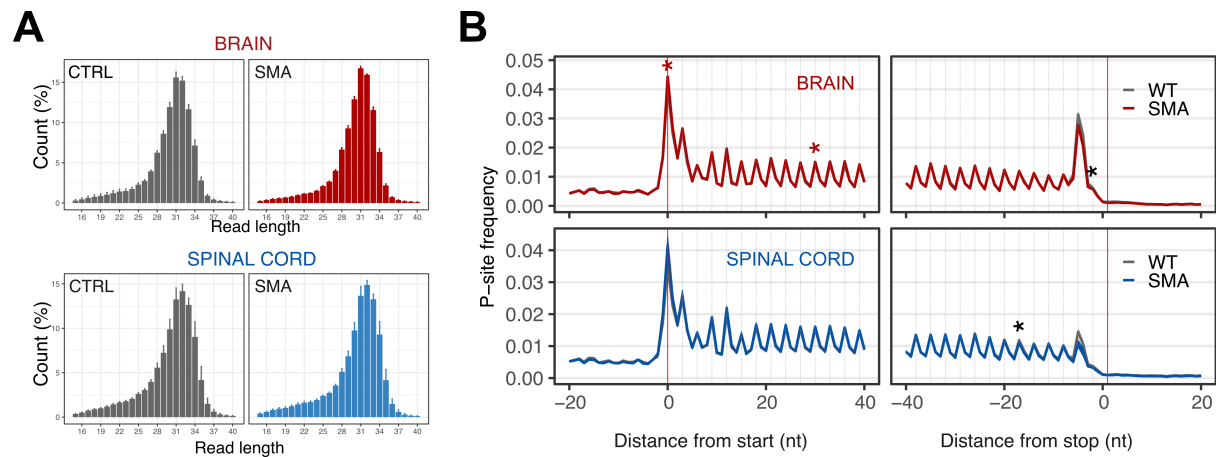

**Supplementary Figure 2. Quality assessment of CNS libraries. (A)** Distribution analysis of the lengths of ribosome-protected fragments in E14.5 brain and spinal cord from control and SMA samples. **(B)** Trinucleotide periodicity along the coding sequences in E14.5 brain and spinal cord from control and SMA samples. Asterisks indicate nucleotide positions with significant differences between SMA and control signal, based on pair-end T-test. \*p-value < 0.05.

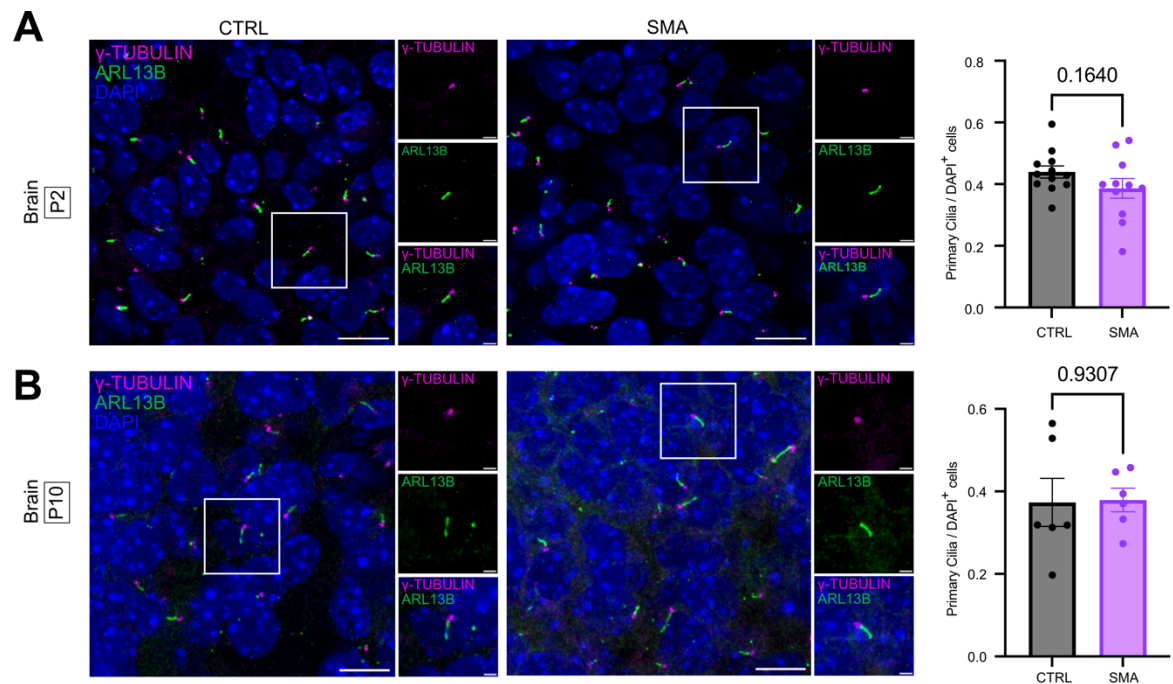

**Supplementary Figure 3. No difference in primary cilia density in the hippocampus of P2 and P10 control and SMA mice. (A-B)** Representative confocal images and quantification of primary cilia density in the brain of **(A)** P2 and **(B)** P10 control and SMA mice. Quantification at both timepoints did not reveal any differences between genotypes. Coronal paraffin sections, 10  $\mu$ m thickness, scale bar 10  $\mu$ m, zoom 2  $\mu$ m. N= 12 mice for control and 11 for SMA at P2; N= 6 for control and 6 for SMA at p10. Unpaired t-test, scatter dot plot, mean with SEM. One datapoint corresponds to the average values from three sections per mouse.

**A**

CTRL

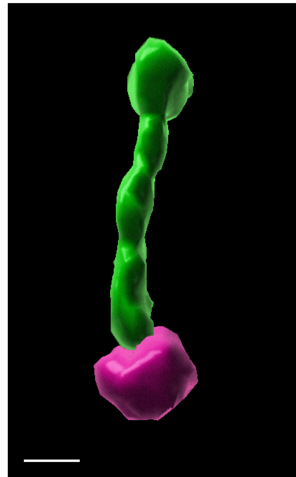**B**

SMA

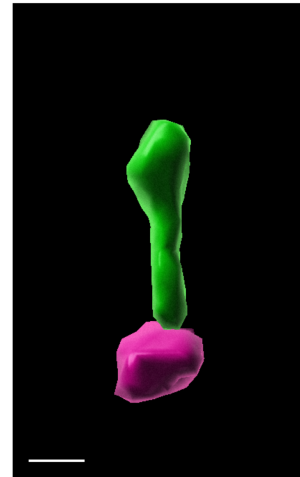**C**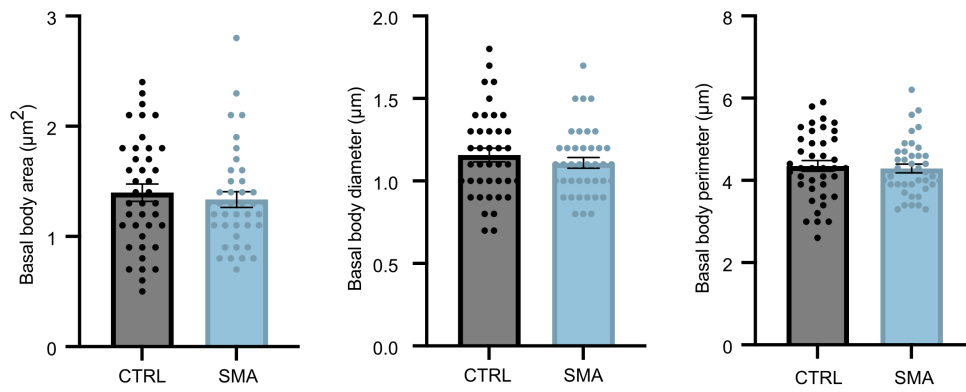**D**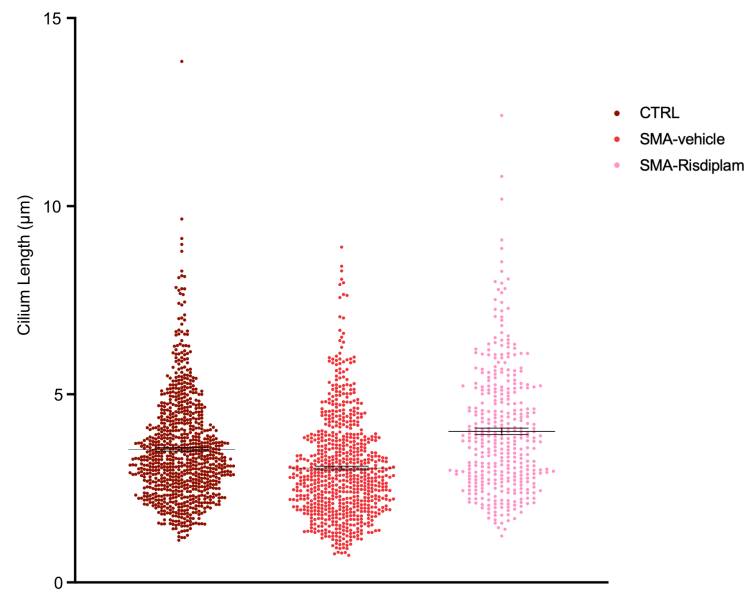

**Supplementary Figure 4. Primary cilia morphology in vitro. (A-B)** Representative 3D surface-rendered examples of primary cilia from **(A)** control and **(B)** SMA Taiwanese embryos generated from original confocal micrographs using Imaris software. Scale bar 1  $\mu\text{m}$ . **(C)** Quantification of the area, diameter and perimeter of primary cilia basal bodies. The analysis was performed using Fiji/ImageJ on confocal images of hippocampal cell cultures stained for primary cilia as in Figure 4. Unpaired t-test, scatter dot plot, mean with SEM. One datapoint corresponds to one cilium. **(D)** Individual cilium length in hippocampal cell culture. Scatter plot showing the length of individual primary cilia analysed in hippocampal cell culture from controls, SMA-vehicle/untreated), and SMA-risdiplam (treated). One datapoint corresponds to one cilium. Summary of quantitative parameters is shown in Table 2. Individual values have been averaged per embryo and shown in Figure 4G.

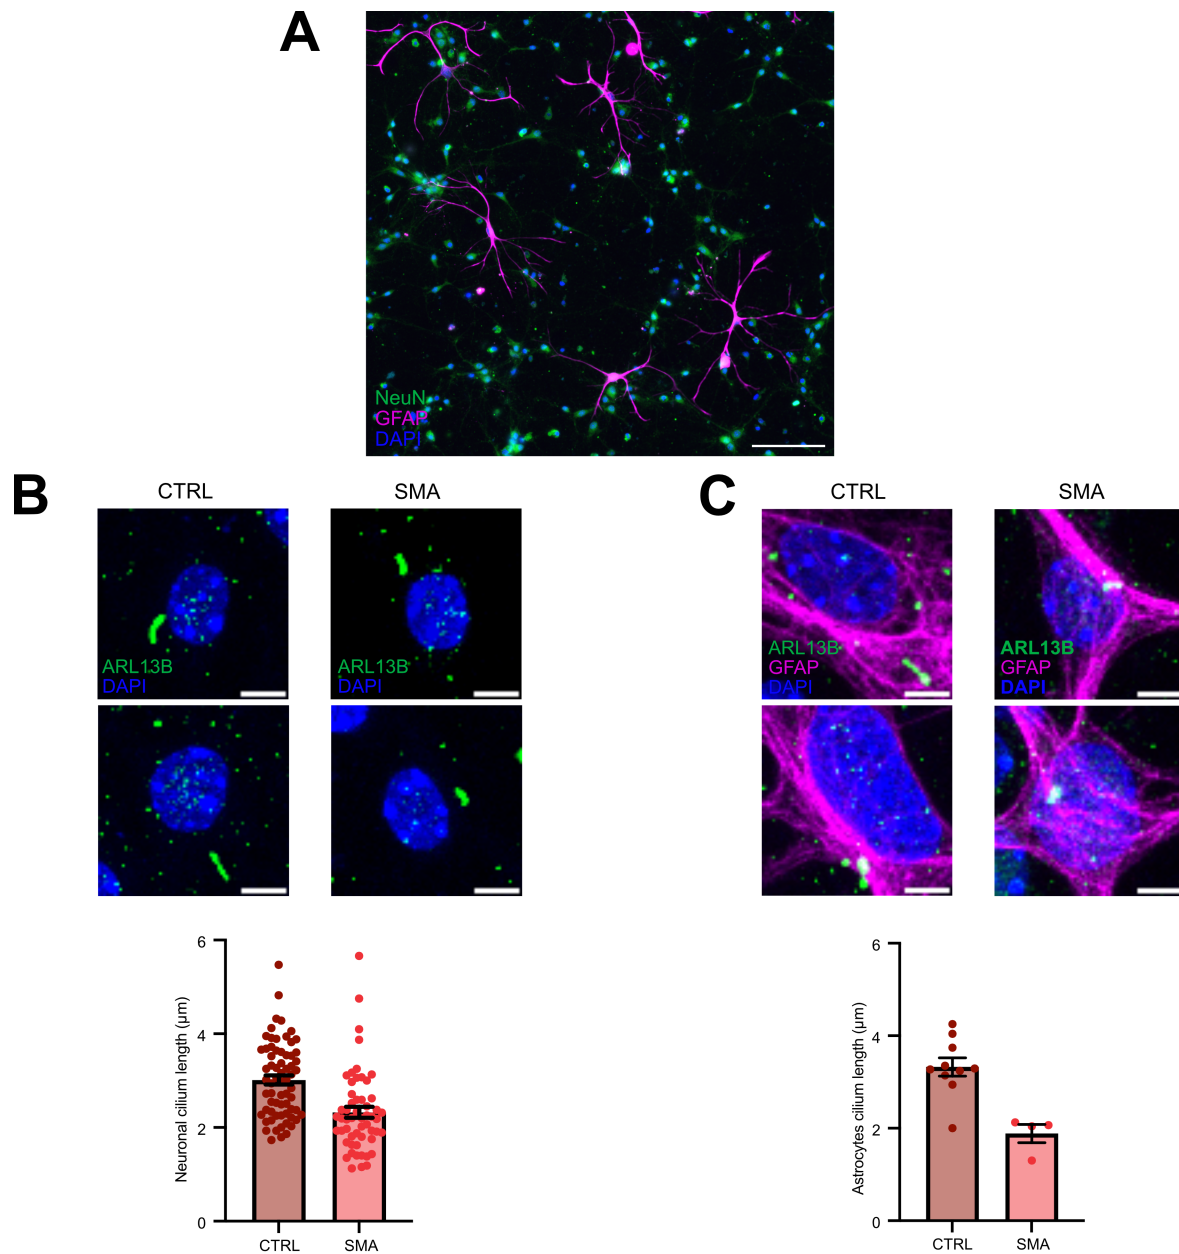

**Supplementary Figure 5. Hippocampal cell culture contains neurons and astrocytes, both expressing primary cilia.** (A) Immunocytochemistry on hippocampal cell culture shows the presence of neurons, labelled with NeuN (green), and astrocytes, labelled with GFAP (magenta). Representative image at 20x magnification from a control sample. Scale bar 100 μm. (B-C) Confocal micrographs of primary cilia, labelled with ARL13B (green) expressed in (B) neurons and (C) astrocytes, in control and SMA cell cultures. Representative length of primary cilia in neurons and astrocytes (from one coverslip per genotype) is shown in the bar charts. Scale bar = 5 μm. Each datapoint represents a single cilium

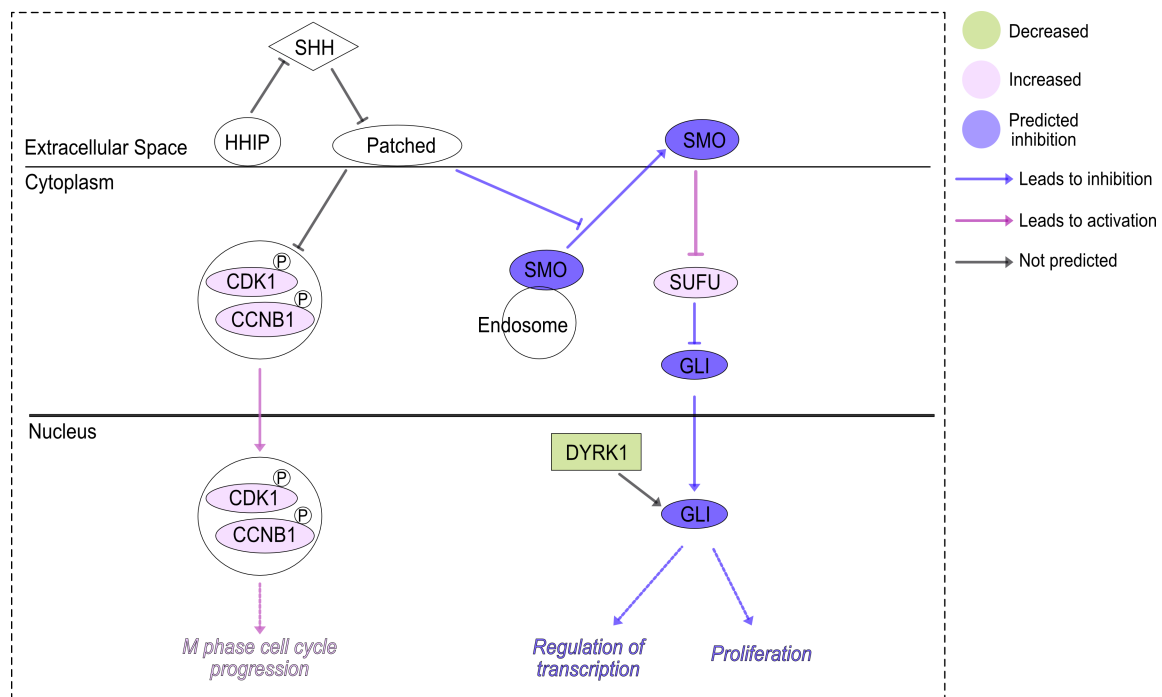

**Supplementary Figure 6. Sonic Hedgehog pathway regulated by primary cilia is impaired in the CNS of E14.5 SMA mouse embryos.** Schematic overview of the Sonic Hedgehog (SHH) signalling pathway. Molecules highlighted in green are downregulated, in pink are upregulated, and in purple are predicted to be inhibited in SMA mice. Purple arrows indicate inhibition; pink arrows lead to activation; grey arrows represent an effect not predicted by IPA.

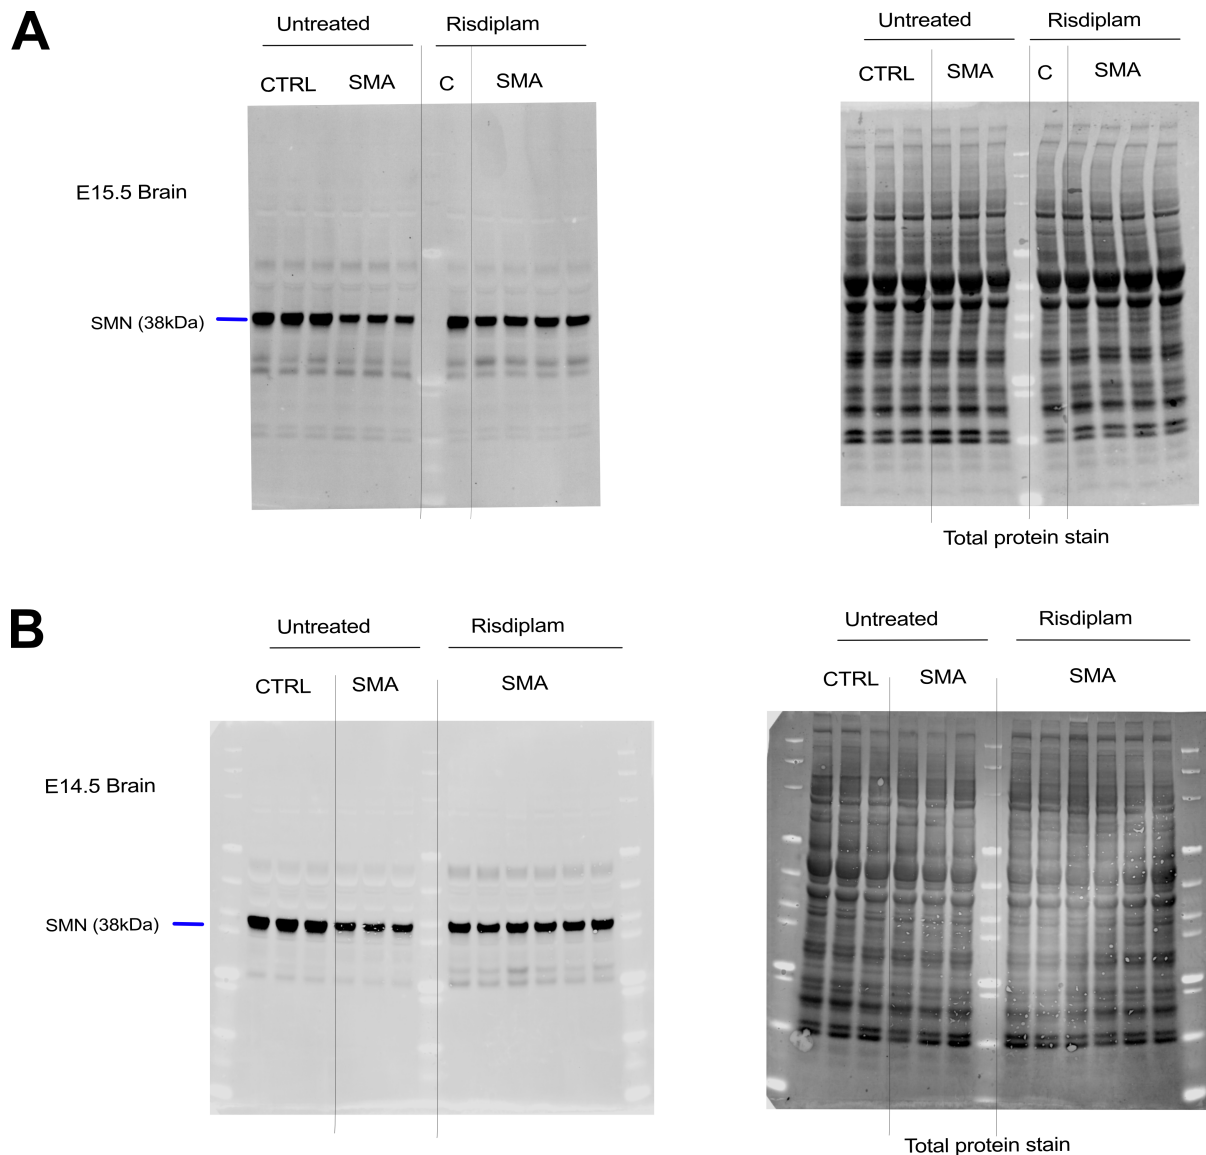

**Supplementary Figure 7. SMN levels are upregulated in embryos after short duration of oral Risdiplam administration to the pregnant dam. (A)** Full immunoblot from E15.5 brain tissues, corresponding Figure 6A-B. Total protein stain is used to normalise total quantity of the protein for each sample. Each lane represents one embryo. N=3 for untreated control and SMA, and N=1 and 4 for risdiplam-treated control and SMA, respectively. **(B)** Full immunoblot from E14.5 brain tissues, corresponding Figure 6D-E. Total protein stain is used to normalise protein quantify for each sample. Each lane represents one embryo. N=3 for untreated control and SMA, and N=6 for risdiplam-treated SMA. C and CTRL: healthy control.

**A**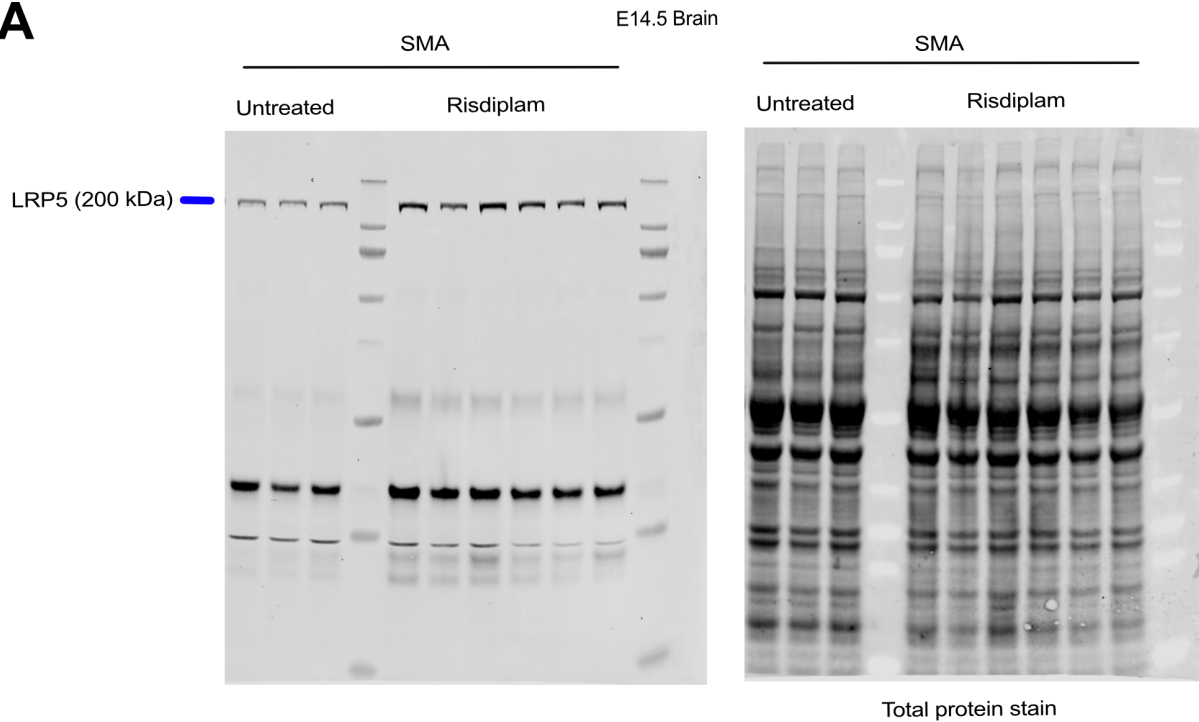**B**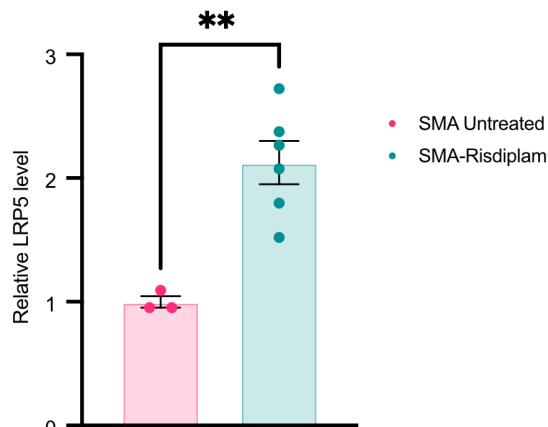

**Supplementary Figure 8. Protein levels of the Wnt co-receptor, LRP5, are significantly increased in the brain of E14.5 SMA mouse embryos following in utero risdiplam treatment.** (A) Immunoblot from E14.5 brain tissues. Total protein stain was used to normalise protein levels. Each lane represents one embryo. N=3 for untreated SMA, and N=6 for risdiplam-treated SMA. (B) Quantification of relative LRP5 protein levels from (A). One datapoint corresponds to one embryo. Unpaired t-test, scatter dot plot, mean with SEM. \*\*p-value  $\leq 0.01$ .

**Supplemental material: table**

**Supplementary Table 1. Top ten dysregulated proteins in the CNS of E14.5 Taiwanese mouse embryos associated with additional signalling pathways known to be regulated by primary cilia as identified by IPA**

| Notch   |       | Hippo   |        | NF-kB   |        |
|---------|-------|---------|--------|---------|--------|
| Protein | FC    | Protein | FC     | Protein | FC     |
| NUMBL   | 1.201 | CD44    | -1.305 | AKT2    | -2.82  |
| RBPJ    | 1.122 | PPP2R5B | -1.194 | PLCG2   | -1.348 |
| DTX3    | 1.12  | DLG2    | -1.139 | TGFBR3  | -1.315 |
| CNTN1   | -1.08 | TEAD2   | 1.111  | TRAF6   | -1.308 |
| DTX2    | 1.068 | PARD3   | -1.102 | RRAS    | -1.207 |
| NCSTN   | 1.047 | TEAD1   | 1.097  | TDP2    | 1.149  |
| JAG1    | 1.045 | FAT4    | -1.097 | EGF     | -1.114 |
| ADAM17  | -1.03 | FRMD6   | -1.097 | RAP2B   | -1.114 |
| NOTCH3  | 1.022 | SKP2    | -1.095 | HDAC2   | 1.105  |
| NOTCH2  | 1.012 | PPP2R3A | -1.084 | PIK3C2A | 1.105  |

In continuation of Table 3, this table details protein symbols and their respective fold change for individual proteins associated with Notch, Hippo or NF-kB signaling pathways.

## References:

1. Tunster SJ. Genetic sex determination of mice by simplex PCR. *Biology of Sex Differences*. 2017;8(1).
2. Hsieh-Li HM, Chang J-G, Jong Y-J, Wu M-H, Wang NM, Tsai CH, et al. A mouse model for spinal muscular atrophy. *Nature Genetics*. 2000;24(1):66-70.
3. Riessland M, Ackermann B, Förster A, Jakubik M, Hauke J, Garbes L, et al. SAHA ameliorates the SMA phenotype in two mouse models for spinal muscular atrophy. *Human Molecular Genetics*. 2010;19(8):1492-506.
4. Signoria I, van der Pol WL, and Groen EJM. Innovating spinal muscular atrophy models in the therapeutic era. *Dis Model Mech*. 2023;16(9).
5. Richardson L, Venkataraman S, Stevenson P, Yang Y, Moss J, Graham L, et al. EMAGE mouse embryo spatial gene expression database: 2014 update. *Nucleic Acids Res*. 2014;42(Database issue):D835-44.
6. Poirier A, Weetall M, Heinig K, Bucheli F, Schoenlein K, Alsenz J, et al. Risdiplam distributes and increases <sc>SMN</sc> protein in both the central nervous system and peripheral organs. *Pharmacology Research & Perspectives*. 2018;6(6):e00447.
7. Groen EJM, Perenthaler E, Courtney NL, Jordan CY, Shorrock HK, van der Hoorn D, et al. Temporal and tissue-specific variability of SMN protein levels in mouse models of spinal muscular atrophy. *Hum Mol Genet*. 2018;27(16):2851-62.
8. Bates D, Mächler M, Bolker BM, and Walker SC. Fitting Linear Mixed-Effects Models Using lme4. *J Stat Softw*. 2015;67(1):1-48.
9. Brewer GJ, Torricelli JR, Evege EK, and Price PJ. Optimized survival of hippocampal neurons in B27-supplemented Neurobasal, a new serum-free medium combination. *J Neurosci Res*. 1993;35(5):567-76.

10. Zhou H, Janghra N, Mitropant C, Dickinson RL, Anthony K, Price L, et al. A Novel Morpholino Oligomer Targeting ISS-N1 Improves Rescue of Severe Spinal Muscular Atrophy Transgenic Mice. *Human Gene Therapy*. 2013;24(3):331-42.
11. Ruggiu M, McGovern VL, Lotti F, Saieva L, Li DK, Kariya S, et al. A role for SMN exon 7 splicing in the selective vulnerability of motor neurons in spinal muscular atrophy. *Mol Cell Biol*. 2012;32(1):126-38.
12. Bernabò P, Tebaldi T, Groen EJM, Lane FM, Perenthaler E, Mattedi F, et al. In Vivo Translatome Profiling in Spinal Muscular Atrophy Reveals a Role for SMN Protein in Ribosome Biology. *Cell Reports*. 2017;21(4):953-65.
13. Lauria F, Bernabò P, Tebaldi T, Groen EJM, Perenthaler E, Maniscalco F, et al. SMN-primed ribosomes modulate the translation of transcripts related to spinal muscular atrophy. *Nature Cell Biology*. 2020;22(10):1239-51.
14. Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *2011*. 2011;17(1):3.
15. Lauria F, Tebaldi T, Bernabò P, Groen EJM, Gillingwater TH, and Viero G. riboWaltz: Optimization of ribosome P-site positioning in ribosome profiling data. *PLOS Computational Biology*. 2018;14(8):e1006169.
16. Chen Y, Lun ATL, and Smyth GK. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Research*. 2016;5:1438.
17. McCarthy DJ, Chen Y, and Smyth GK. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. *Nucleic Acids Research*. 2012;40(10):4288-97.

18. Robinson MD, McCarthy DJ, and Smyth GK. *edgeR*: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. 2010;26(1):139-40.
19. Motyl AAL, Faller KME, Groen EJM, Kline RA, Eaton SL, Ledahawsky LM, et al. Prenatal manifestation of systemic developmental abnormalities in spinal muscular atrophy. *Hum Mol Genet*. 2020;29(16):2674-83.
20. Anvarian Z, Mykytyn K, Mukhopadhyay S, Pedersen LB, and Christensen ST. Cellular signalling by primary cilia in development, organ function and disease. *Nature Reviews Nephrology*. 2019;15(4):199-219.
21. Mill P, Christensen ST, and Pedersen LB. Primary cilia as dynamic and diverse signalling hubs in development and disease. *Nature Reviews Genetics*. 2023;24(7):421-41.

How the deposited data were processed for this re-analysis (not part of the article)

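Ribosome footprints were measured by the authors in brain and spinal cord of control and SMA Taiwanese mouse embryos at E14.5, with 3 libraries in each of the 4 groups. All 12 columns of the deposited table were matched to a sample by its label, and the replicate number of each library is the one in its label.

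The authors trimmed the reads, removed those from rRNA and tRNA, aligned the rest with STAR to the mouse genome and its Gencode annotation while keeping reads with several alignments, removed reads at the same transcript position, and assigned P sites with riboWaltz. Genes under the authors' FPKM threshold in all replicates of a condition were left out, and 10481 genes remained. The deposited values are raw counts of footprints for each gene and library, without normalization, and a length in bases for each gene. The paper's text does not name the counting tool, nor whether the deposited counts are from before or after the removal of reads at one position. Every line of the table names a gene.

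Library totals lay between 3683842 and 9117017 counts in brain and between 5162190 and 12793955 counts in spinal cord. The median total was 4839144 in control brain, 3729097 in SMA brain, 10339264 in control spinal cord and 6111591 in SMA spinal cord. Pairs of libraries within a group differed by more than the sampling noise, with a chi-square per gene between 3.98 and 23.7, so each was counted as a library of its own. At these depths the thresholds of the study recovered 99% of 200 genes changed 2-fold in simulated brain counts and 90.5% in simulated spinal cord counts. In these simulated counts 150 and 247 unchanged genes passed as well. Genes were drawn independently, and the real spinal cord gave only 103 genes, so the simulation did not reproduce that tissue. In the same simulation, DESeq2 recovered 98% in brain and 89.5% in spinal cord. At an adjusted p below 0.05, DESeq2 also passed 17 unchanged genes in brain and 34 in spinal cord, and edgeR 16 and 9. A test of the interaction of tissue and genotype recovered 81% of the changed genes at an unadjusted p below 0.05 and 49.5% at an adjusted p below 0.05. A trend on counts per base that was put into simulated counts gave a Spearman's rho of 0.650 between log2 fold change and counts per base, which was 0.011 after the correction.

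Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. SMA was compared with control within each tissue, with TMM normalization, estimateDisp, glmQLFit and glmQLFTest without robust estimation and no covariate. The paper states TMM normalization, a separate comparison for each tissue, glmQLFTest and the thresholds, and the other settings were chosen here. Tests are 2-sided. A gene passed the thresholds of the study with a mean CPM of at least 0.05, an absolute log2 fold change of at least 0.5 and an unadjusted p below 0.05, and the pathway thresholds with an absolute log2 fold change of at least 0.3 and an unadjusted p below 0.05. Adjusted p-values are from edgeR with the Benjamini-Hochberg method over the 10481 genes, unless DESeq2 is named. The standard error of a log2 fold change is the unshrunk log2 fold change divided by the square root of the quasi-likelihood F statistic. Normalized CPM values use the TMM factors of the 6 libraries of one tissue, and levels compared between tissues use the factors of all 12 libraries. Means are given with the SD over 3 libraries. With 3 libraries against 3, the smallest 2-sided exact permutation p is 0.1. Shares of genes are given with 95% Wilson intervals, which cover counting error only.

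Genes named in the text were chosen by a rule set before the data were examined, which was every gene the paper names for ribosome profiling, the targeted gene, members of the written gene lists, and in each tissue the 3 decreased and the 3 increased genes with the smallest p among those past the thresholds with a mean of at least 20 counts and no overlap between genotypes. Raver1 was named, and Top2a and Kif11 were picked from the cell cycle list, after their values were seen. Names were taken from Supplemental Data 1, of which 1999 of 10481 genes were at hand, and the RefSeq table at hand matched 0 of the identifiers. Of the genes chosen by rule, only 2 without a name that rose and 2 that fell are printed. Smn1 was not analysed here for want of a name, and neither were 15 of the 20 cilium assembly genes of Figure 2A.

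Gene lists for the kinds of pathway in Table 1, for neural progenitors and neurons, and for Hox genes and liver and yolk sac genes were written before the data were examined. Fewer than 45% of the members of each list had a name, so the planned tests of gene lists were not run and members are described. Lists of other cell types or regions had few named members and are not reported.

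The alternatives set before the data were examined were DESeq2, library size alone, upper-quartile factors, the genes kept by filterByExpr, a mean CPM of at least 1, the newer quasi-likelihood fit of edgeR, robust estimation, 1 fit over all 12 libraries, the replicate number as a block, other fold change thresholds, and each library left out in turn. An offset that takes out each library's smooth trend on counts per base of gene length was added after seeing the data. Other splits of the 6 libraries of a tissue were refitted, 10 in all, and 100 pairs of splits or regroupings were drawn for results over both tissues. Supplemental Data 1 was compared with the values here gene by gene only, since the copy at hand is a part of it. IPA, polysome profiles and the measurements of cilia were not analysed here.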

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

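All tests in this part were chosen only after the result was seen, those of Cep290 after its level in each library and its difference between the tissues were known.

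Cep290 moved in opposite directions in the 2 tissues, with a log2 fold change in SMA of 0.39 in brain and -0.92 in spinal cord. A test of the difference itself, the interaction of tissue and genotype over all 12 libraries, gave -1.28 (standard error 0.54, unadjusted p = 0.035). This fit had no term for embryo and took the same spread for both tissues. Cep290 was 1 of 5 cilium assembly genes tested this way. The adjusted p was 0.087 over the list alone and 1 over all genes (edgeR, Benjamini-Hochberg), so the difference does not pass a correction for multiple tests, and the study chose the list on these libraries. Nde1 gave a difference of -0.65 (standard error 0.22, unadjusted p = 0.013, adjusted over the list alone 0.063). The trend of log2 fold changes on counts per base is not the whole cause for Cep290, since the difference was -1.18 (unadjusted p = 0.021) with that trend taken out. Control spinal cord library 1 had 44.5 normalized CPM of Cep290, and the other 5 spinal cord libraries had at most 22.1. Without that library the difference was -0.76 (standard error 0.44, unadjusted p = 0.11), beyond its standard error but no longer past 0.05. Whether that library alone made the difference cannot be told apart from a difference between the tissues, since 2 control libraries remain. With each library left out in turn, the difference lay between -1.54 and -0.76. Its unadjusted p was also above 0.05 without control brain library 2 (0.077) or control brain library 3 (0.0505). The same held without SMA brain library 2 (0.067), SMA brain library 3 (0.063) or SMA spinal cord library 2 (0.056). A biological difference between the tissues in how SMA changes Cep290 stays open and was not tested further.

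A signal outside the genes that the paper discusses came from liver and yolk sac genes. Apob had 911 CPM, scaled over all 12 libraries, in SMA spinal cord library 1. Of the 10 genes of a list written for these tissues, 3 could be followed by name, Apob, Apoa2 and Apoh. Their median level was 42.6 times that of the other spinal cord libraries in SMA library 1 and 16.7 times in control library 3. All 3 genes were highest in SMA library 1 and second highest in control library 3, which is what liver or yolk sac tissue in single libraries would give. It follows from this order that all 3 genes were lower in SMA libraries 2 and 3 than in control library 3, so this is no separate test. An effect of the SMA genotype alone, shared by all SMA libraries, would not give this order. An effect beside a difference between single libraries was not tested. Apob reached 33.4 normalized CPM in SMA brain library 1 and at most 2.22 in the other 5 brain libraries. ENSMUSG00000032554, one of the increased brain genes, follows the same libraries. It was at 63.6 normalized CPM in SMA brain library 1, and in spinal cord it was at 645 in SMA library 1, 278 in control library 3 and at most 37.0 in the others. A candidate explanation is that tissue from outside the nervous system was carried into these dissections. The list holds few nameable genes, and no other source with the same genes was tested. SMA spinal cord library 1 had 240 genes at 1.5 times or more of their level in every other library of both tissues. Without this library 388 spinal cord genes passed the thresholds of the study, against 103 with it.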

How the results depend on the processing

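The replicate block and every other alternative here was set before the data were examined, except the offset on counts per base and the leave-one-out medians of the cell cycle list, which were chosen after seeing the data. The cause of a change was not tested unless it is given.

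The number of genes past the thresholds of the study was within 1.5 times of 160 in brain and of 103 in spinal cord under library size alone, upper-quartile factors, filterByExpr, a mean CPM of at least 1, the newer quasi-likelihood fit, robust estimation and the offset. DESeq2 gave 91 genes in brain. One fit over all 12 libraries gave 169 genes in spinal cord. Requiring an absolute log2 fold change of at least 0.3 gave 394 genes in brain and 439 in spinal cord, and requiring at least 1 gave 53 and 24, which follows from the threshold itself. Across the fits that each left out 1 library, the number lay between 169 and 273 in brain, highest without SMA library 2, and between 58 (without control library 1) and 388 (without SMA library 1) in spinal cord.

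The decreased share among these genes was 65.0% in both tissues. In brain it was 72.5% with library size alone, 72.2% with filterByExpr, 75.7% in the fit over 12 libraries, 43.7% with the offset and 45.3% at a log2 fold change of at least 1. In spinal cord it was 80% with DESeq2, 75.7% with library size alone, 39.1% with the offset, 51.0% at a log2 fold change of at least 0.3 and 79.2% at 1. The fits that left out 1 library gave 52.1% (without control library 1) to 68.6% in brain and 48.3% (without control library 1) to 76.4% (without control library 2) in spinal cord. The direction of the excess is therefore not the same under all of these settings.

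At an adjusted p below 0.05 there were 0 genes in both tissues, and at an unadjusted p below 0.05 there were 529 in brain and 733 in spinal cord. DESeq2 gave 57 at an adjusted p below 0.05 in spinal cord, and 34 unchanged genes in simulated spinal cord counts. Leaving out 1 library gave 0 to 2 genes in brain, 2 of them without SMA library 2, and 0 in spinal cord. The smallest adjusted p over all settings lay between 0.00437 and 0.908 in brain and between 1.21e-06 and 0.979 in spinal cord. The interaction of tissue and genotype gave 0 genes in each fit, and 190 to 423 at an unadjusted p below 0.05 when 1 library was left out. In simulated counts, 62.5% of 200 changed genes reached an adjusted p below 0.05 in spinal cord and 89.5% in brain.

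Of the 5 cilium assembly genes, 1 passed the pathway thresholds in brain and 0 did with DESeq2, library size alone or 12 libraries, and 0 to 1 when 1 library was left out (0 without control library 2, SMA library 2 or SMA library 3). In spinal cord 3 passed, 4 with DESeq2, 2 with library size alone and 1 with the offset. When 1 library was left out, 2 to 4 passed there, 4 of them without control library 2. Cep290 passed as decreased in spinal cord with DESeq2 and in the fit over 12 libraries. The correlation between tissues, 0.34, lay between 0.0726 (without SMA spinal cord library 1) and 0.424 when 1 library was left out, and was 0.201 without control brain library 1 and 0.207 without SMA brain library 1.

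Nothing at hand states whether the same replicate numbers in control and SMA pair the libraries. The correlations of the deviations of same-numbered libraries were -0.14, 0.02 and 0.01 in brain and 0.17, 0.70 and -0.52 in spinal cord. The deviations rest on 3 libraries per group, so these values neither show a pairing nor rule one out. With the replicate number as a block, 2 brain genes had an adjusted p below 0.05, 207 spinal cord genes passed with 79.7% decreased, and 5 of the 5 cilium assembly genes passed in spinal cord. In brain 175 genes passed with the block. At an unadjusted p below 0.05 from edgeR there were 1438 spinal cord genes with the block and 733 without it.

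Among the log2 fold changes of single genes and the medians of the cell cycle list, 560 of 640 comparisons with an alternative kept their direction and, for genes, their side of an unadjusted p of 0.05, or for the medians stayed within the spread between libraries. The sign of the brain log2 fold change reversed for Ywhae (-0.0118) and Atad2 (0.0716) with the offset. When 1 library was left out, the brain values ranged from -0.0113 to 0.233 for Ywhae, from -0.169 to 0.0934 for Atad2, from -0.106 to 0.291 for Tmem107 and from -0.0356 to 0.199 for Nde1. In spinal cord Cdc6 ranged from -1.27 to 0.0438, the latter without control library 1. Without a change of sign, 48 no longer had an unadjusted p below 0.05 and 20 newly had one. Of these, 27 and 11 came from leaving out a library, 3 and 0 from the offset, and 18 and 9 from the other alternatives.

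The planned tests of gene lists and the planned results for Smn1 were not run, because too few genes have a name here.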

Differences from the paper's values

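In spinal cord, 103 genes passed the thresholds of the study, and the paper's value is 304. Of these, 67 were decreased, and the paper's value is 231. Among the alternatives set before the data were examined, the replicate block (207 genes, 165 decreased) and the fit without SMA library 1 (388 genes, 256 decreased) came within 1.5 times of both of the paper's values. The fit without control library 3 came within 1.5 times of the paper's number of genes but not of its number of decreased genes, with 131. DESeq2, library size alone, upper-quartile factors, filterByExpr, a mean CPM of at least 1, the newer quasi-likelihood fit, robust estimation, the fit over 12 libraries (169 genes, 120 decreased) and the other fits without 1 library did not.

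Log2 fold changes are on the same scale as in the part of Supplemental Data 1 at hand, with a Pearson's r across its 1999 genes of 0.998 in brain and 0.998 in spinal cord. The fit over 12 libraries had a higher r, 0.9995 in brain and 0.9987 in spinal cord, but r does not register a constant shift. For the 5 cilium assembly genes with a name, its log2 fold changes were closer to the paper's than the main ones in brain. In spinal cord they were farther away. With library size alone, the values of these genes were closer to the paper's than in the fit over 12 libraries, in both tissues. The unadjusted p-values in spinal cord differ for 4 of the 5 cilium assembly genes with a name. For Cdk1 the value here was 0.13 and the paper's is 0.036. It was 0.038 without control library 2, and no other alternative set before the data were examined came within 1.5 times, while the replicate block gave 0.0030, also under 0.05. For Cep290 the value was 0.093 and the paper's is 0.018, and none of these alternatives closed the gap. The unadjusted p of Cep290 was under 0.05 with DESeq2 (0.040), in the fit over 12 libraries (0.034), with the replicate block (0.048) and without control library 3 (0.046). For Nde1 it was 0.0091 and the paper's is 0.00043, and none of the alternatives closed the gap. For Ywhae it was 0.044 and the paper's is 0.027. It came within 1.5 times in the fit over 12 libraries (0.033) and without control library 2 (0.036), and with none of the others.

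The paper states that ribosome occupancy of Cep290 was decreased in the central nervous system. In these counts it was lower in SMA spinal cord, by a log2 fold change of -0.92 that did not pass an unadjusted p of 0.05, and higher in SMA brain, by 0.39. The paper's Supplemental Data 1 holds 0.37 for Cep290 in brain and -0.93 in spinal cord, so the increase in brain differs from the paper's text and not from its table. The paper states that most of its cilium assembly genes were decreased. Among the 5 with a name here, 3 were lower in SMA spinal cord and 1 of these passed the pathway thresholds, 2 were higher and both passed, and in brain 1 was lower and 4 were higher. The paper names p53 signaling among the disrupted pathways, and of the 7 p53 targets with a name here, 0 passed the pathway thresholds. Of the 7, 6 were lower in SMA brain and 4 in SMA spinal cord. The median log2 fold change was -0.03 in brain, -0.13 without SMA library 2, -0.07 without control library 3, where 1 passed, and -0.05 without control library 1 or 2, and 2 passed without SMA library 1. In spinal cord it was -0.06, and -0.03 without control library 3 and -0.04 without SMA library 1, with 1 gene past the thresholds in each.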

Other observations

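The tests of sampling depth by random thinning, of a genotype term beyond depth, of the trend on counts per base in the cell cycle genes, and of the other splits for the correlation and the interaction were set before their results were seen. The other tests in this part were chosen only after the result was seen.

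Other splits of the 6 libraries of a tissue into 3 and 3 put the gene counts in scale. In brain 5 of the 10 splits, the real one included, gave as many genes past the thresholds of the study as the 160 observed, and 4 of the 10 splits were as uneven in direction. The other brain splits gave between 90 and 184 genes. In spinal cord 8 of the 10 splits gave as many as the 103 observed, up to 743, and all 10 splits were as uneven. No brain split and 1 other spinal cord split had genes with an adjusted p below 0.05, so 10 of the 10 splits gave as many as the real split in each tissue. With 10 splits a share under 0.1 cannot be reached, and these counts cannot show an effect of SMA or rule one out. Of 100 pairs of splits over both tissues, 12 gave a correlation of log2 fold changes as far from 0 as 0.34. Of 100 regroupings within tissues, 78 gave as many genes with an unadjusted p below 0.05 for the interaction of tissue and genotype as the 249 observed. Simulated counts with these depths and spreads had 150 unchanged genes past the thresholds in brain and 247 in spinal cord. The 247 is above the 103 genes of the real spinal cord. The simulation drew genes independently, so it is no measure of false calls there.

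Log2 fold changes of SMA against control rose with the number of counts per base of gene length, with a Spearman's rho across genes of 0.28 in brain and 0.45 in spinal cord. Among the 792 spinal cord genes with the most counts per base, 179 were higher and 1 lower in SMA at an unadjusted p below 0.05. At the other end of the scale, 1 was higher and 51 lower. The trend was there within genotypes too. Among the 12 pairs of libraries of one genotype and tissue, it rose toward the shallower library in 11, and its steepness followed the depth ratio of the pair (Spearman's rho 0.685 over pairs that share libraries). Control spinal cord library 1, which differs from the others in further ways, is in 2 of these pairs. The depth of the libraries is therefore a candidate explanation, and the removal of reads at one transcript position is a step that could act this way, although 765 genes have more counts than bases of gene length in the deepest library and whether the deposited counts were made after that step was not tested. Random sampling at a lower depth is argued against, since control spinal cord library 1 thinned to the lowest spinal cord total gave a rho of 0.0185 against its other counts. With depth and tissue as terms, the genotype term for the share of counts on these genes was -0.447 percentage points (permutation p = 0.095), against -4.10 for each doubling of depth. In spinal cord every SMA library is shallower than every control library, so an effect of genotype beyond depth cannot be told apart from depth there. With the trend taken out, 66 of 151 brain genes and 43 of 110 spinal cord genes past the thresholds were decreased, 43.7% and 39.1%.

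Control spinal cord library 1 stood apart from the other 5 spinal cord libraries in several sets of genes. The 16 genes that were at least 16 times higher in brain than in the other spinal cord libraries had levels in that library that correspond to 26.4% of their brain level, with quartiles of 22.4% and 28.6%. The other 5 spinal cord libraries gave between -1.09% and 4.37%. Brain tissue, or cord tissue from a more anterior level, in this dissection is a candidate explanation. A brain library with the wrong label is argued against, since 8 Hox genes of hindbrain and cord were at 0.706 of their level in the other spinal cord libraries, and the same genes in brain were at 0.00551 of their spinal cord level.

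The cell cycle genes were 1.90 times their level in the other spinal cord libraries in control spinal cord library 1, as a median over the 28 genes with a name. The brain share predicts most of this excess, since their median level was 1.13 times what a mixture with that share gives, with 18 of the 28 genes above the mixture. In the other 5 spinal cord libraries the same ratio lay between 0.802 and 1.02. The value of 1.13 lies above all of these, but 0.802 in SMA library 2 lies farther from 1. By height 1.13 would speak against brain tissue as the whole source and by distance from 1 it would not. Height was the first reading set, and distance was brought in after the value was seen, so whether brain tissue is the whole source of the excess in these 28 genes cannot be told apart from a further source. In control spinal cord library 1, 4 of the 28 genes were above their brain level, against 0 or 1 in each other spinal cord library. A mixture of tissue at the measured levels lies between them, so it does not account for these 4 genes. The liver or yolk sac genes do not go with the excess. SMA spinal cord library 1 had the most counts on those genes, and its cell cycle genes were at 1.11 times the other libraries. The trend on counts per base is argued against as the whole cause, since the excess was 1.75 with that trend taken out. In addition, 57 genes had in control spinal cord library 1 at least 1.5 times their level in every other library of both tissues, against at most 5 in 10 of the other libraries and 240 in SMA spinal cord library 1. A mixture of tissue at the levels of these brain and other spinal cord libraries lies between them and cannot give these 57 genes. Tissue of a single brain region or of another cord level was not measured and stays open. The source of these genes was not found. A biological difference between this control embryo and the others, such as its stage, was not tested. Without this library the median log2 fold change of the cell cycle genes in spinal cord went from -0.49 to -0.10, and 58 genes passed the thresholds in place of 103.

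Neural progenitor and neuron genes were listed before the data were examined. Of 18 progenitor genes 8 could be followed, with a median log2 fold change in SMA of -0.11 in both tissues. Without control library 1 it was -0.05 in brain and 0.06 in spinal cord, and in spinal cord -0.04 without SMA library 2. With the trend on counts per base taken out, it was -0.10 in brain and -0.03 in spinal cord. Of 18 neuron genes 6 could be followed, with medians of 0.13 in brain and 0.20 in spinal cord. The brain median was 0.20 without control brain library 3 and 0.04 with the trend on counts per base taken out. The spinal cord median was 0.10 without control spinal cord library 1 and 0.31 without control spinal cord library 3. With that trend taken out it was 0.12. Nes was lower in SMA in both tissues and its 3 SMA libraries did not overlap its 3 control libraries in either, which happens by chance in 10% of genes in each tissue. In brain it went from 365 ± 24.9 to 289 ± 41.5 normalized CPM (SD, n = 3). The log2 fold changes of Nes were -0.33 (standard error 0.11) and -0.41 (standard error 0.11), with adjusted p-values of 0.902 and 0.684 from edgeR. With each library left out in turn they stayed between -0.43 and -0.23 in brain and between -0.51 and -0.35 in spinal cord. In brain Nes fell short of the pathway thresholds without control library 3 (-0.29) or SMA library 3 (-0.23). In spinal cord the neuron genes Mapt and Nsg2 passed the pathway thresholds as increased, with log2 fold changes of 0.37 and 0.34. Without control library 1 these were 0.26 and 0.28, and 0 of the 6 neuron genes passed. Without SMA library 2 they were 0.24 and 0.25 and neither passed, and Mapt fell short without SMA library 3 too. With the trend on counts per base taken out, Mapt was at 0.14 and Nsg2 at 0.23, and neither passed.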
